# Intestinal epithelial glucocorticoid receptor promotes chronic inflammation–associated colorectal cancer

**DOI:** 10.1172/jci.insight.151815

**Published:** 2021-12-22

**Authors:** Shuang Tang, Zhan Zhang, Robert H. Oakley, Wenling Li, Weijing He, Xiaojiang Xu, Ming Ji, Qing Xu, Liang Chen, Alicia S. Wellman, Qingguo Li, Leping Li, Jian-Liang Li, Xinxiang Li, John A. Cidlowski, Xiaoling Li

**Keywords:** Gastroenterology, Oncology, Colorectal cancer, Inflammatory bowel disease, Innate immunity

## Abstract

Synthetic immunosuppressive glucocorticoids (GCs) are widely used to control inflammatory bowel disease (IBD). However, the impact of GC signaling on intestinal tumorigenesis remains controversial. Here, we report that intestinal epithelial GC receptor (GR), but not whole intestinal tissue GR, promoted chronic intestinal inflammation-associated colorectal cancer in both humans and mice. In patients with colorectal cancer, GR was enriched in intestinal epithelial cells and high epithelial cell GR levels were associated with poor prognosis. Consistently, intestinal epithelium–specific deletion of GR (GR iKO) in mice increased macrophage infiltration, improved tissue recovery, and enhanced antitumor response in a chronic inflammation–associated colorectal cancer model. Consequently, GR iKO mice developed fewer and less advanced tumors than control mice. Furthermore, oral GC administration in the early phase of tissue injury delayed recovery and accelerated the formation of aggressive colorectal cancers. Our study reveals that intestinal epithelial GR signaling repressed acute colitis but promoted chronic inflammation–associated colorectal cancer. Our study suggests that colorectal epithelial GR could serve as a predictive marker for colorectal cancer risk and prognosis. Our findings further suggest that, although synthetic GC treatment for IBD should be used with caution, there is a therapeutic window for GC therapy during colorectal cancer development in immunocompetent patients.

## Introduction

Glucocorticoids (GCs) are stress-induced steroid hormones that regulate diverse metabolic pathways and the immune system. This class of hormones functions by binding GC receptor (GR), a ligand-activated transcription factor that regulates a diverse array of genes to maintain cellular homeostasis (1).

GC signaling is an integral part of the signaling network critical for the intestinal stress response and tissue homeostasis (2). Physiological, environmental, and emotional stress induces the release of GCs from the adrenal gland as well as from the intestinal epithelium; these GCs are critical in modulation of immune suppression and antiinflammation of the intestinal mucosa (3, 4). Dysregulation of intestinal stress response disrupts intestinal tissue homeostasis, resulting in the development of inflammatory bowel disease (IBD), a class of chronic intestinal mucosa immunopathologies that includes ulcerative colitis and Crohn’s disease (5). Chronic inflammation in the intestine is also a critical component of tumor progression (6, 7), and consistently, patients with IBD have been shown to be at significantly increased risk of colorectal cancer (8). The potent antiinflammatory activities of GCs lead to their wide prescription for the treatment of IBD. However, the exact role of GC signaling in the regulation of intestinal tissue homeostasis, especially colorectal tumorigenesis, remains unclear.

The impact of GC signaling on cancer progression varies depending on cancer type and genetic background, despite of the prevalent use of synthetic GC in clinical oncology. For instance, synthetic GCs are often used to treat hematologic malignancies due to their ability to inhibit the proinflammatory transcription factor NF-κB, enhance proapoptotic genes, and induce cell cycle arrest (9). In nonhematologic cancers, GCs are commonly used as supportive care comedication for patients with cancer receiving standard therapies due to their antiemetic, antiinflammatory, and energy/appetite-stimulating properties (10). However, the evidence for whether GC signaling promotes or inhibits tumorigenesis in nonhematologic cancer types is complex (11). Immune suppression by GCs has been associated with an increased risk of non-Hodgkin lymphomas, skin cancer, bladder cancer, and prostate cancer (12–16). In colorectal cancer, GR was reported to promote accurate chromosome segregation during mitosis, making GR a tumor-suppressor gene (17). It was also recently shown that GR deficiency in intestine leads to a hypersensitivity to acute colitis–induced colorectal cancer formation (18). Additionally, GCs have been used as an adjuvant treatment for cell cycle modulation in colorectal cancer cells (19). On the other hand, GR activation increases cancer stem cell self-renewal and chemoresistance through YAP signaling (20) and was found to promote the proliferation of metastatic colorectal cancer cells (21), suggesting an oncogenic role for GR in colorectal cancer. Therefore, our specific understanding of the role of GR in intestinal tumorigenesis remains limited.

The wide clinical use of GCs has led to an urgent need to gain a deeper understanding of GC signaling in intestinal tumorigenesis. However, the association between GR expression and colorectal cancer progression revealed in several small patient cohorts remains inconclusive. For instance, *NR3C1* (gene that encodes GR) was identified as one of the putatively crucial components of the adenomatous transformation process in 17 colorectal adenomas and paired normal mucosa (22). GR expression was also correlated with colorectal tumor histopathological characteristics and proliferative capacity, cell cycle–related molecule expression, and patient survival in 91 patients with colon cancer (19). Yet, in another study, an inverse correlation between mRNA levels of GR-α and E-cadherin was observed in colorectal adenocarcinoma (23). The long-term effects of GC use on the risk of colorectal cancer in humans are controversial. On one hand, a nested population-based cohort study by Ostenfeld et al. found that frequent use of systemic GCs was not associated with an increased overall risk of colorectal cancer in Northern Denmark (24). On the other hand, another population-based cohort study by Lai et al. reported that oral, injected, and/or topical GC use for 1–5 years before diagnosis significantly increased the risk of colorectal cancer in a Taiwanese population (25). Because of these discrepancies, understanding the causal relationship between GR signaling and chronic inflammation–associated colorectal cancer in vivo will be important for clinical management of IBD and colorectal cancer.

In the present study, we investigated the effect of GC signaling on chronic inflammation–associated tumorigenesis in humans and mice. First, using a large number of clinical samples, we observed that, compared with paired adjacent normal tissue, intestinal epithelial cells but not total tissue from colorectal cancer samples, have high GR levels, and this high epithelial GR level is associated with poor prognosis. We then generated an intestinal epithelium–specific GR-KO (GR iKO) mouse model and systematically investigated the role of intestinal epithelial GR in chemically induced colitis and chronic inflammation–induced colorectal tumorigenesis. We demonstrate that the immunosuppressive action of intestinal epithelial GR signaling ameliorated IBD but promoted chronic inflammation–induced colorectal cancer through suppression of macrophage-mediated tissue repair and antitumor responses. Therefore, our findings have major clinical implications for the use of GCs in the management of IBD and colorectal cancer. Our study also suggests that colorectal epithelial GR can serve as a predictive marker for colon cancer risk and prognosis.

## Results

### High intestinal epithelial GR expression is associated with poor prognosis in patients with colorectal cancer.

To better understand the impact of GC signaling on colorectal cancer development and progression, we analyzed the protein levels of GR in a colorectal cancer tissue microarray from a cohort of patients with colorectal cancer at the Fudan University Shanghai Cancer Center by immunohistochemical staining with an anti-GR antibody and scored the tissues based on the intensity and frequency of staining. The microarray consisted of 431 cancer tissues and 347 adjacent tissues from 214 patients, amounting to 1–3 tumor tissues and 1–2 paired adjacent tissues per patient. GR protein was detected in epithelial cells, immune cells, and stromal cells in cancer and adjacent tissues (Figure 1A). Intriguingly, epithelial GR protein levels but not whole-tissue GR protein levels were significantly increased in cancer tissue compared with adjacent noncancer tissue when scored on a continuous immunohistochemistry H-score scale of 0–300 (26) (Figure 1B). Using the median epithelial GR protein H-score of 230 in the cancer tissue as a cut-off, patients with cancer with high epithelial GR expression (*n* = 105, Figure 1C, top) showed significantly poorer overall survival and disease-free survival than patients with low epithelial GR expression (*n* = 109, Figure 1C, bottom, and Figure 1D). Moreover, similar to lymph node metastasis, high epithelial GR expression in patients with colorectal cancer was associated with significantly increased hazard ratios for death (Figure 1E) and recurrence (Figure 1F). Together, these results demonstrate that high epithelial GR expression is a biomarker of poor prognosis in patients with colorectal cancer.

### Intestinal epithelial GR deficiency in mice increases susceptibility to chemically induced inflammation through increased recruitment of macrophages.

To further assess the importance of intestinal epithelial GR in the regulation of intestinal tumorigenesis, we generated an intestinal epithelium–specific GR-KO (GR iKO) mouse model by crossing GR^*fl/fl*^ (Flox) mice with Villin-cre mice (as described in Supplemental Methods) (Figure 2, A–C; see complete unedited blots in the supplemental material). Under normal feeding conditions, GR iKO mice were phenotypically normal, with normal body weights, normal small intestine and colon lengths (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.151815DS1), and normal levels of most intestinal cell–type markers in both small intestine and colon (Supplemental Figure 1, D and E). However, microarray analysis performed after elimination of endogenous GCs by adrenalectomy (ADX) indicated that these mice displayed the expected impairment in GC signaling in response to dexamethasone (DEX), a synthetic GC (Figure 2, D–G, and Supplemental Table 1).

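Colon RNA from ADX Flox and GR iKO mice was hybridized to 1-color Agilent mouse arrays, with 1 array per mouse. The 14 deposited arrays came from 4 Flox mice given PBS, 3 Flox mice given DEX, 3 GR iKO mice given PBS, and 4 GR iKO mice given DEX, and the groups were taken from the sample names. At ADX, the mice were 3 months old according to the paper and 6 to 8 weeks old according to the deposited labels. Each group lay on a slide of its own and was scanned in a run of its own, so slide and group cannot be told apart. The authors deposited the scanner output of each array, which holds the background-corrected intensity of 43379 spots that carry mouse probes. They also deposited a table of log2 values for the same arrays, which a comparison with the scanner output showed to be quantile normalized between arrays. Here, the log2 of the scanner intensity was taken and the 75th percentile of each array was subtracted, because the paper's text refers to Supplemental Methods for the normalization. Spots with an outlier flag were left out, spots of the same probe were averaged, and no filter on dim probes was applied, which left 41174 probes. The 75th percentile of the intensity ranged from 566 to 774 between arrays, and between 28284 and 30504 probes per array were well above background. All groups were fitted together with limma, and a probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change in either direction. A gene with several probes is represented by the probe with the highest mean signal. The number of arrays per group limits the precision of every value.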

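*Nr3c1*, which encodes GR, had a log2 signal relative to the 75th percentile of the array of 1.40 ± 0.09 (SD, n = 4) in Flox mice given PBS and 1.20 ± 0.12 (SD, n = 3) in Flox mice given DEX. In GR iKO mice, it was 0.50 ± 0.26 (SD, n = 3) with PBS and −0.05 ± 0.08 (SD, n = 4) with DEX. *Nr3c1* was thus lower in GR iKO than in Flox mice by a log2 fold change of −0.90 (SE 0.12, limma adjusted p = 0.0162) under PBS, which is less than 2-fold, and of −1.24 (SE 0.12, adjusted p = 0.00319) under DEX, and its 3 other probes differed by −1.14 to −0.86 under PBS and by −1.27 to −0.35 under DEX. DEX raised *Sgk1* in Flox mice by a log2 fold change of 3.22 (SE 0.32, adjusted p = 0.000828), from 2.80 ± 0.66 (SD, n = 4) to 6.02 ± 0.30 (SD, n = 3). In GR iKO mice, *Sgk1* went from 2.80 ± 0.25 (SD, n = 3) to 3.46 ± 0.34 (SD, n = 4), a change of 0.66 that was not significant (adjusted p = 0.201), and the difference between the responses of GR iKO and Flox mice was −2.56 (SE 0.45, adjusted p = 0.0436). *Fkbp5* rose by 3.65 in Flox mice (adjusted p = 0.000686) and by 0.94 in GR iKO mice (adjusted p = 0.0892), with a difference of −2.71 (adjusted p = 0.0436). Of its 2 other probes, 1 was called higher with DEX in GR iKO mice (1.49, adjusted p = 0.0469), and their differences of −2.49 and −1.64 were not called (adjusted p = 0.0512 and 0.309). *Arg2* rose by 5.39 in Flox mice (adjusted p = 0.0012) and by 0.50 in GR iKO mice (adjusted p = 0.606), with a difference of −4.90 (adjusted p = 0.033). The 3 GR iKO mice given PBS had *Arg2* signals of −1.94, −4.72, and −3.8. With 1 array left out, the change in GR iKO mice ranged from −0.12 to 1.27 and the difference from −5.51 to −4.12. *Scnn1b* and *Hsd11b2* rose by 2.12 and 1.53 in Flox mice and changed by −0.77 and −0.84 in GR iKO mice, and the responses differed by −2.89 (adjusted p = 0.0312) and −2.37 (adjusted p = 0.0265), respectively. For *Scnn1b*, the level in GR iKO mice was higher by 1.60 under PBS (adjusted p = 0.094) and differed by −1.30 under DEX (adjusted p = 0.121), so much of this difference lay in the PBS groups. These difference calls were less stable than the rise in Flox mice. In the counts of settings here and below, the mean over all probes of a gene gave no p, so an unmoved value was counted as called. Settings that only loosened the threshold could not lose a call. The rise of *Sgk1* in Flox mice was called under 19 of 20 alternative settings. Its difference was called under 8 of 18 and in 3 of the 14 fits that each left out 1 array. With array rows 355 to 532 left out, a setting chosen after the data were seen, the adjusted p of that difference was 0.0855. In that setting the differences of *Fkbp5*, *Arg2*, and *Scnn1b* were not called either (limma adjusted p = 0.0855, 0.0747, and 0.0656). The probe for *Hsd11b2* lies on the rows left out. The direct comparison of GR iKO with Flox mice under DEX was more stable for *Sgk1* (−2.56, adjusted p = 0.00909). It was called under 19 of 20 settings and in 13 of the 14 fits. In this comparison, *Arg2* and *Hsd11b2* were each called under 16 settings (of 20 and 19) and *Fkbp5* under 15 of 20. Of the 14 fits, *Hsd11b2* was called in 13, *Arg2* in 10, and *Fkbp5* in 9.

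**Figure D1:**
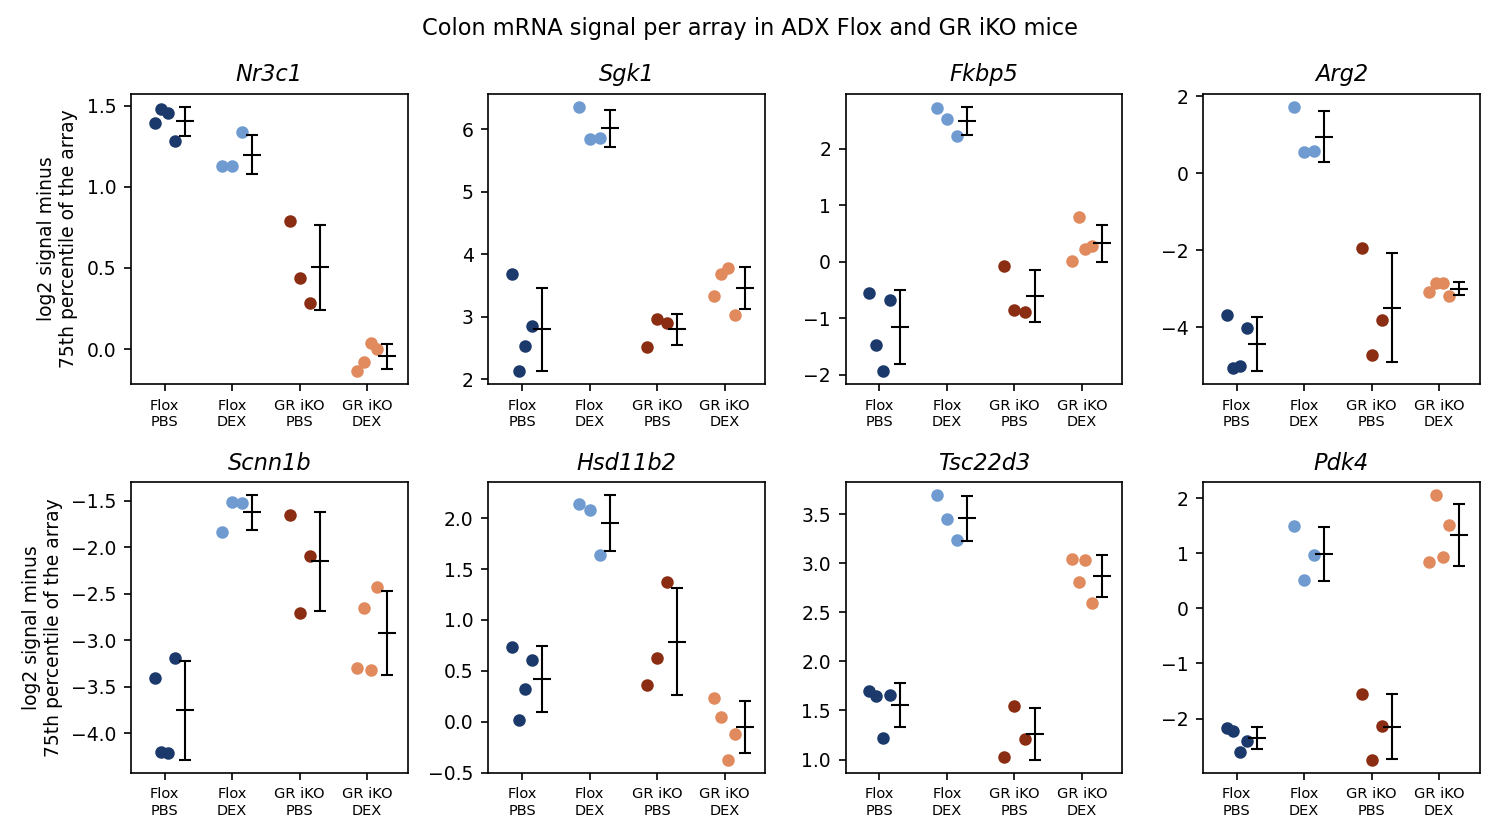
Log2 signal of 8 genes relative to the 75th percentile of each array (y axis), with 1 point per mouse in the 4 groups (x axis) and the mean ± SD beside the points. Sgk1 lies between 5.84 and 6.36 in the Flox mice given DEX and between 3.04 and 3.78 in the GR iKO mice given DEX, whereas Pdk4 reaches similar levels in both genotypes with DEX.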

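The other genes shown in Figure 2G had no called difference between the responses of the genotypes. *Slc10a2* and *Mt2* rose with DEX in Flox mice by log2 fold changes of 5.79 (limma adjusted p = 0.0225) and 2.52 (adjusted p = 0.00133), and their responses differed by −6.14 (adjusted p = 0.143) and −1.52 (adjusted p = 0.125). The 3 GR iKO mice given PBS had *Slc10a2* signals of 2.17, −3.57, and −3.06, so 1 mouse set much of that spread. *Klk1b27* was not well above background in any Flox mouse given PBS and was at least 10.1-fold higher with DEX in Flox mice (adjusted p = 0.0479, called under 6 of 19 alternative settings), where its signal was highest on 2 arrays that also had a high signal of exocrine pancreas genes. *Xcl1* fell by 2.65 in Flox mice (adjusted p = 0.0159) and changed by −1.25 in GR iKO mice (adjusted p = 0.114), with a difference of 1.40 (adjusted p = 0.45). *Itln1*, *Ang2*, and *Ang4* rose with DEX in GR iKO mice by 5.18, 3.00, and 2.82, and in these mice under PBS they lay below the Flox mice by −2.57, −2.45, and −2.24 (adjusted p = 0.291, 0.11, and 0.171). Their responses differed by 4.22, 3.41, and 3.15 (adjusted p = 0.121, 0.0807, and 0.114). Of the 12 genes shown, 5 had a difference with an adjusted p under 0.05 over all probes and 10 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same arrays. A list of 19 GC-induced genes, 18 of them on the array, includes *Sgk1*, *Fkbp5*, and *Mt2* and so is not separate from these 12 genes. Its median log2 fold change with DEX was 1.13 in Flox mice (limma camera, adjusted p = 1.7e-25), with 17 of 18 genes higher, and 0.64 in GR iKO mice (adjusted p = 0.000142), with 14 of 18 higher, and the median difference between the responses was −0.38 (adjusted p = 1.85e-06), although 9 of 100 draws that exchanged genotypes within each treatment gave a median as far from 0. With these 3 genes left out, a setting chosen after the data were seen, the medians were 0.82, 0.52, and −0.34 (adjusted p = 0.000881 for the difference, adjusted over these 3 medians alone, lower for 12 of 15 genes). Adjusted over the list alone, 13 genes changed in Flox mice, 9 in GR iKO mice, and 7 differed in response, and the counts over all probes were 10, 6, and 2, the last being *Sgk1* and *Fkbp5*. *Tsc22d3* and *Pdk4* rose in both genotypes, by 1.91 and 3.35 in Flox mice and by 1.61 and 3.49 in GR iKO mice. A list of 14 GC-repressed genes had medians of −1.03 in Flox mice (adjusted p = 5.44e-07) and −0.78 in GR iKO mice (adjusted p = 0.00344), without a significant difference between the responses (median 0.20, adjusted p = 0.295). The calls of both lists within each genotype, and the difference of the GC-induced list, also held under fry. With normexp background correction, the GC-repressed list had a median of 0.17 in Flox mice and its difference was −0.39. From these arrays, the paper concludes that GR iKO mice had an impairment in GC signaling in response to DEX.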

GR deletion in the intestinal epithelium has recently been shown to increase the susceptibility to dextran sodium sulfate–induced (DSS-induced) colitis (18), a well-established experimental model of IBD. Consistent with this report, when challenged with 2.5% DSS in their drinking water for 7 days, our GR iKO mice experienced more body weight loss, earlier and more severe rectal bleeding, a higher frequency of and more severe bloody stool, and more extensive colonic shortening than Flox mice during the treatment (Figure 3, A–E). Accordingly, after the DSS treatment, GR iKO mice had increased colonic tissue damage, together with elevated levels of several proinflammatory cytokines/chemokines (Figure 3, F–H). Small intestines of DSS-treated GR iKO mice also displayed an increased trend in proinflammatory gene expression (Supplemental Figure 2, A–C).

Flox and GR iKO mice also had distinct transcriptomic profiles in the colon at day 7 after DSS challenge when analyzed by microarray (Figure 4, A and B, and Supplemental Table 2). Gene set enrichment analysis showed that the colons of DSS-treated GR iKO mice had enhanced expression of gene sets involved in innate and adaptive immune networks (Figure 4C). Further immunohistochemical analysis revealed that the colons of GR-deficient mice had a greater accumulation of Emr1^+^ (also known as F4/80^+^) macrophages (Figure 4D) but not of total CD45^+^ immune cells nor CD3^+^ T cells (Supplemental Figure 2, D and E), suggesting that increased recruitment of macrophages may be accountable for the hypersensitivity of GR iKO mice to DSS-induced colitis. In support of this notion, depletion of circulating monocytes/macrophages prior to and during DSS water treatment by liposomes containing clodronate (Figure 4E, F4/80 staining) prevented tissue damage after DSS treatment (Figure 4, E and F) in both Flox and GR iKO mice. Importantly, Flox and GR iKO mice exhibited comparable degrees of DSS-induced tissue damage after treatment with clodronate-containing liposomes (Figure 4, E and F, clodronate), indicating that intestinal epithelial GR deficiency–induced hypersensitivity to DSS-induced colitis is primarily mediated by enhanced macrophage recruitment to the colonic epithelium.

GR has been previously reported to inhibit inflammation and immune activation through the repression of NF-κB (27, 28), a master regulator of inflammation; the uncontrolled activation of NF-κB has been implicated in the development of IBD (29). We found that stable knockdown of GR in CT26.WT mouse colon carcinoma cells using shRNAs (Supplemental Figure 3A; see complete unedited blots in the supplemental material) significantly enhanced the LPS-mediated induction of several NF-κB target chemokine genes but not the tested cytokine genes (Supplemental Figure 3, B and C), suggesting that the accumulation of macrophages in the colons of GR iKO mice after DSS treatment (Figure 4, D and E) may be due to increased chemokines produced by GR-deficient colonic epithelium. Collectively, we successfully generated an intestinal epithelial specific GR deficiency mouse model that is sensitive to chemically induced intestinal inflammation due to enhanced recruitment of macrophages and activation of innate immunity.

### Intestinal epithelial GR deficiency improves recovery after DSS treatment and reduces chronic inflammation–associated colorectal cancer formation.

Since chronic but not acute intestinal inflammation is associated with tumor progression (6, 7), to evaluate the impact of intestinal epithelial GR on intestinal tumorigenesis in mice, we followed long-term consequences of the DSS treatment in the colons of Flox and GR iKO mice. The expression of several proinflammatory genes and *S100a9*, a prominent regulator of inflammation and myeloid cell differentiation (30, 31), was dramatically increased in the colons of both Flox mice and GR iKO mice after a 7-day treatment of DSS drinking water. Consistent with our observations that GR iKO mice were more sensitive to DSS treatment than control mice (Figures 3 and 4), the induction of these genes was significantly elevated in GR iKO mice compared with that in Flox mice (Figure 5A, day 7). After 3 days of recovery with regular water, reduced levels of *Il1b, Tnfa, Ccl3*, and *S100a9* were observed in Flox mice (Figure 5A, day 10). However, surprisingly, GR iKO mice showed even greater downregulation of these genes and attenuated induction of *Il6* and *Cxcl2* after the 3-day recovery period (Figure 5A, day 10), suggesting that immune hyperactivation upon DSS treatment in GR iKO mice is associated with improved recovery after the treatment.

To further assess the unexpected impact of intestinal epithelial GR deficiency on tissue recovery, we directly challenged Flox and GR iKO mice with an azoxymethane/DSS (AOM/DSS) chronic inflammation–associated colorectal cancer model, in which the mice were first injected with AOM to induce DNA damage and then treated with 3 cycles of alternating DSS-containing water and regular drinking water to induce chronic inflammation and repetitive tissue damage/repair (Figure 5B, top). Although a proportion of GR iKO mice experienced more severe rectal bleeding than Flox mice in the first DSS treatment cycle, a reduced fraction of GR iKO mice relative to Flox mice experienced rectal bleeding during the later DSS cycles (Figure 5B, bottom, and Figure 5C). Histological evaluation of colon tissues dissected after 3 days of regular water recovery in the first treatment cycle (day 10) further revealed that GR iKO mice exhibited a trend of less severe tissue damage (Figure 5D), diminished tissue macrophage accumulation, and increased epithelial proliferation (Supplemental Figure 4, A and B) compared with Flox mice. These observations indicate that the hyperactivation of the immune system in the GR-deficient colon upon DSS challenge, though it enhances susceptibility during the acute colitis stage, is associated with improved tissue recovery and healing after the DSS treatment.

Consistent with their improved recovery after the DSS treatment cycles, GR iKO mice developed fewer and smaller colorectal tumors than Flox mice at the end of the chronic AOM/DSS experiment (Figure 5E). Histopathological analyses further revealed that all analyzed Flox mice developed hyperplasia, adenoma, and/or adenocarcinoma, with more than 85% of them bore tumors that were at advanced adenoma or adenocarcinoma stages (Figure 5, F and G, Flox). In contrast, 25% of GR iKO mice did not have any tumors (Figure 5, F and G, GR iKO). Additional IHC staining analysis showed that colorectal tumors developed in GR iKO mice had a comparable intensity of Ki67 staining but a trend of increased TUNEL staining compared with those from Flox mice (Supplemental Figure 4, C and D). These observations indicate that GR iKO mice have a lower risk of developing advanced colorectal cancer than Flox mice.

Intriguingly, at the end of the chronic AOM/DSS experiment, GR iKO mice displayed a lower trend of inflammatory histology in the colon compared with Flox mice (Supplemental Figure 4E), along with markedly lower mRNA levels of most tested proinflammatory genes (Figure 5H). However, the expression of *Ifng*, which encodes IFN-γ (a key cytokine with multiple antitumor activities that is particularly important in stimulating the tumoricidal activity of macrophages; ref. 32), was significantly increased in the colons of GR iKO mice compared with those of Flox mice (Figure 5H). This observation raises the possibility that the observed reduction in colorectal tumorigenesis in GR iKO mice may be associated with an enhanced macrophage-mediated antitumorigenic response. Indeed, FACS analyses showed that, at the endpoint of the AOM/DSS experiment, the GR iKO mice exhibited increased infiltration of macrophages in the colon compared with that in Flox mice (Figure 5I and Supplemental Figure 4F). In contrast, the tissue abundance of several other analyzed immune cell types was comparable between Flox and GR iKO mice (Figure 5I and Supplemental Figure 4G). Taken together, our results suggest that intestinal epithelial GR deficiency induces a macrophage-mediated antitumorigenic response, which in turn helps improve tissue repair and recovery after DSS treatment and eventually reduces chronic inflammation–associated colorectal cancer formation.

### Early-phase GC treatment impairs recovery from colitis and promotes chronic inflammation–associated colorectal cancer.

GCs are one of the most clinically prescribed medicines for inflammation inhibition and immunosuppression, including treatment of IBD (5). However, our observations that GR iKO mice suffered more severe acute colitis than Flox mice yet were partially protected from chronic inflammation–induced colon tumorigenesis suggest that early-phase immunosuppression may actually delay recovery from intestinal inflammation/damage and promote chronic inflammation–associated cancer formation. To directly test this possibility, we treated Flox and GR iKO mice subjected to the AOM/DSS procedure with drinking water containing 2.5 μg/ml betamethasone (BMZ), a synthetic GC, from day 3 in the first DSS cycle (day 3) to 7 days into the first recovery phase (day 14) (Figure 6A, orange bar) and analyzed the effect of this treatment on DSS-induced inflammation and colorectal cancer formation at the end of the AOM/DSS procedure. This BMZ treatment time frame was chosen based on our observation that day 3 to day 7 in the first DSS cycle was the major period of tissue damage in the GR iKO mice (Figure 5C). As shown in Figure 6A, early-phase BMZ treatment reduced rectal bleeding in both Flox and GR iKO mice during the first DSS cycle. However, continued rectal bleeding was observed in a fraction of BMZ-treated mice during the first recovery phase (Figure 6A, BMZ), and histological scores for inflammation and ulceration/erosion on day 10 were increased in BMZ-treated mice compared with vehicle-treated mice (Figure 6B), indicating delayed healing in the BMZ-treated mice during the first recovery phase. Consequently, early-phase BMZ treatment led to increased body weight loss and reduced survival (Figure 6C and Supplemental Figure 5A) and more severe rectal bleeding in the last DSS cycle among the surviving mice (Figure 6A). The observed comparable responses of Flox and GR iKO mice to this early-phase GC treatment further indicate that BMZ-mediated intestinal immunosuppression is independent of intestinal epithelial GR, possibly through inhibition of immune cell activation. In agreement with this idea, BMZ repressed the expression of *Ifng* and *Nos2*, an inducible nitric oxide synthase primarily expressed by immune cells, including macrophages (33), in the colons of both Flox ang GR iKO mice immediately after the BMZ treatment at day 14 (Supplemental Figure 5B).

Consistent with the above observations, early-phase BMZ–treated mice developed more and larger colorectal tumors than vehicle-treated mice (Figure 6, D and E), and these adenoma or adenocarcinoma tumors were at a more advanced stage (Figure 6, F and G). The complete reverse of the reduced colorectal tumor progression in GR iKO mice by BMZ is in line with the notion that intestinal epithelial GR deficiency decreases intestinal tumor growth by increasing immune cell activation and function.

To further confirm that early-phase GC treatment could indeed enhance tumor progression at the late stage through immunosuppression, we employed a syngeneic tumor model using CT26.WT mouse colon carcinoma cells that can form tumors in immunocompetent BALB/c mice (34). We pretreated immunocompetent BALB/c mice with either vehicle or 2.5 μg/ml BMZ for 7 days, s.c. allografted CT26.WT cells, and then continued the same treatment protocol for an additional 7 days (Figure 7A, orange bar, day –7 to day 7). Notably, this BMZ treatment increased late-stage CT26.WT tumor volume (Figure 7A, day 26) and final tumor weight (Figure 7B). To test whether suppression of macrophage infiltration is involved in the BMZ-mediated increase of CT26.WT tumor growth, we repeated the BMZ-allograft procedure in NOD/SCID γ (NSG) mice, one of the most immunocompromised mouse strains that lacks mature T, B, and natural killer cells due to the *scid* mutation and *Il2rg* KO (35) but with functional macrophages (36, 37). NSG or SCID mice have been used to assess macrophage-specific functions in human red blood cell reconstitution, cancer rejection, and obesity (36–39). Intriguingly, the same BMZ treatment scheme also increased late-stage CT26.WT tumor volume (Figure 7C) and weight (Figure 7D) in NSG mice, suggesting that early-phase BMZ treatment enhances tumor growth through suppressing macrophages. Indeed, BMZ reduced the mRNA levels of *Adgre1* (also known as *F4/80*) and *Cd68*, two macrophage markers, and several chemokine genes in dissected allografted tumors (Figure 7E).

To further test whether there is a therapeutic window for GC therapy during colon cancer development, we initiated the BMZ treatment at a late stage with visible allograft CT26.WT tumors (day 16) in the syngeneic tumor model (Figure 7, F and G). In contrast to the early-phase BMZ administration, this late-phase BMZ treatment did not significantly promote tumor growth in BALB/c mice (Figure 7, F and G), indicating that GC treatment will not induce further complications once tumors are established in immunocompetent animals. However, interestingly, the same late-phase BMZ treatment was still able to promote tumor growth in NSG mice (Figure 7, H and I), suggesting that GC therapy is detrimental for immunocompromised individuals at any stages. In summary, our results demonstrate that early-phase systemic GC treatment, while effective in suppressing acute inflammation, impairs subsequent recovery from acute colitis and thereby promotes chronic inflammation–associated colorectal cancer progression, at least in part through suppressing macrophages.

## Discussion

As a class of complex inflammatory disorders affected by various genetic and environmental factors, IBDs lack a specific treatment. Instead, current treatments focus on alleviating inflammation, and GCs serve as a first-line therapy for patients with modest-to-severe symptoms (5). But the relationship of GR with colorectal cancer in clinic samples is inconclusive. Here, we provide evidence that intestinal epithelial GR signaling reduces intestinal inflammation upon acute chemically induced damage. However, this response delays tissue repair, increasing colorectal cancer formation at a later phase (as depicted in Supplemental Figure 6). Our study therefore indicates that intestinal epithelial GR signaling, activated by endogenous or exogenous GCs, promotes chronic inflammation–associated colorectal cancer formation.

Emerging evidence indicates that the increase in stress hormones during cancer progression is able to activate GR in cancer cells and promote tumor formation. In breast cancer, this activation increases tumor heterogeneity and metastasis through multiple processes, including the kinase ROR1 (40). Psychological distress and/or cancer-induced negative mood in colorectal cancer and non–small cell lung carcinoma have also been shown to elevate plasma corticosterone levels and induce Tsc22d3 in dendritic cells, blocking type I interferon responses and dampening therapy-induced anticancer immunosurveillance (41). Our observations in the present study demonstrate that high intestinal epithelial GR expression is associated with poor prognosis in patients with colorectal cancer, and conversely, intestinal epithelial-specific GR deficiency promotes tissue repair and reduces the development of advanced colorectal cancer in mice. Our findings further suggest that activation of endogenous GR signaling in colorectal cancer cells can drive tumor progression through suppression of macrophage recruitment and subsequent tissue healing. Thus, activation of GR signaling by environmental or emotional stress not only directly promotes heterogeneity/metastasis in tumor cells and blocks anticancer activity in immune cells, but also disrupts the communication between epithelial and immune cells, which in turn enhances evasion of damaged cells from immune surveillance and accelerates tumor progression.

Several lines of evidence from the literature support the hypothesis that using GC during the acute inflammatory phase after surgically induced colon tissue damage is detrimental for injury repair and tissue healing during colorectal cancer development. For instance, in a colorectal cancer cohort evaluated by Ostenfeld et al., frequent use of systemic GCs was not associated with an increased overall risk of colorectal cancer (24); instead preadmission use of oral GCs was associated with increased 30-day mortality (42) and a greater risk of anastomotic leakage (43) after rectal cancer resection. Moreover, preoperative DEX therapy was shown to be associated with an elevated rate of distant recurrence in patients undergoing colectomy for colorectal cancer (44). These reports are consistent with our finding that early-phase oral GC administration delayed recovery after colitis and increased the development of colorectal cancer at a later stage.

Notably, our study is agreement with a recent study by Muzzi et al., in that deletion of intestinal epithelial GR in mice aggravates DSS-induced acute colitis (18). However, the study by Muzzi et al. reported that GR iKO mice are hypersensitive to acute colitis–induced colorectal cancer formation in an acute AOM/DSS colorectal cancer model (18), which is in contrast with our observation that GR iKO mice are protected from colorectal cancer formation in a chronic inflammation–associated AOM/DSS colorectal cancer model. Careful comparison revealed that the GR iKO mouse models used in these two studies are generated differentially. Our GR iKO mouse model is an intestinal epithelium–specific constitutive KO line (driven by Villin-cre), which does not require any additional manipulations prior to experimental procedures. Moreover, we included both male and female animals in our study. The GR iKO line in the Muzzi et al., in contrast, is a tamoxifen-inducible mouse strain (driven by Villin-cre-ERT). They also only used female mice in their study. Tamoxifen is a selective modulator of estrogen receptor (45, 46), which is known to interact with GC signaling (47, 48). Moreover, tamoxifen has been shown to repress leukocyte infiltration (49) and increase the risk of large bowel cancer in females (50). Therefore, it is highly likely that the tamoxifen dosing prior to experimental procedures interfered with their experimental outcomes (including reduction of leukocyte infiltration and increase of tumor formation). Another possible contributing factor to this discrepancy may be the different types of inflammation associated colorectal cancer models in the two studies. The AOM/DSS colorectal cancer model employed by Muzzi et al. involved 1 cycle of 1.2% DSS treatment with AOM injection. As chronic intestinal inflammation is an important risk factor for the development of colorectal cancer, we chose an AOM/DSS colorectal cancer model involving 3 cycles of 2.5% DSS water. Therefore, it is likely that the single cycle of 1.2% DSS in the Muzzi et al. study did not mimic chronic inflammation in the intestine and that the enhanced colorectal cancer formation in the Muzzi et al. model reflects the effect of intestinal epithelial GR signaling on acute inflammation. In contrast, treatment with 3 cycles of 2.5% DSS in regular drinking water, the protocol used in our study, induced chronic inflammation and repetitive tissue damage/repair, which mainly engaged the action of intestinal epithelial GR signaling to suppress tissue healing. Future studies are needed to validate these possibilities.

Our study has a number of important clinical implications. First, the effect of early-phase GC treatment on colorectal cancer development uncovered in our study has implications in IBD treatment in the clinic, which suggests that GC treatment for IBD should be used with caution. Second, our clinical findings in patients with colorectal cancer indicate that colorectal epithelial GR, but not total colonic tissue GR, could serve as a predictive marker for colorectal cancer risk and prognosis. Third, our observations that early-phase GC treatment is detrimental for late-phase tumor growth and that late-phase GC treatment did not significantly affect tumor growth in immunocompetent animals suggest that there is a therapeutic window for GC therapy during colorectal cancer development in immunocompetent patients. At the precancer or early inflammation-associated initiation stage, GC treatment would prevent a much-needed immune response that would contain damaged and mutated cells and, therefore, is oncogenic. Once tumors are established, GCs may be helpful for managing the side effects of standard cancer therapies without further complications. Finally, the chronic inflammation–associated colorectal cancer model employed in our study revealed an important role of the immunosuppressive action of GR in promoting colorectal cancer progression. This finding is supported by our clinical observation that high intestinal epithelial GR expression is associated with poor prognosis in patients with colorectal cancer and is also consistent with the report that psychological distress and/or cancer-induced negative mood–associated elevation of plasma corticosterone levels reduce anticancer immunotherapy in colorectal cancer (41). Our chronic inflammation–associated colorectal cancer model is therefore a clinically relevant colorectal cancer model.

In summary, our study has provided solid evidence that intestinal epithelial GR promotes chronic inflammation–induced colorectal cancer and has revealed an unexpected relationship between early-phase oral GC administration and late-phase colorectal cancer development. Our findings suggest that GC therapy for IBD should be applied with caution and that colonic epithelial GR could serve as a predictive marker for colorectal cancer. Our findings further suggest that identification of an appropriate GC treatment window is needed for future GC usage in IBD and colorectal cancer. Our study therefore has important translational implications for the management of these human diseases.

## Methods

Further information can be found in Supplemental Methods.

### Human studies

GR protein levels in a tissue microarray established by the Fudan University Shanghai Cancer Center were analyzed by immunohistochemistry with an anti-GR antibody (catalog 3660, Cell Signaling Technology). This microarray consists of 431 cancer tissues and 347 adjacent tissues from 214 patients with colorectal cancer with follow-up data, including 127 Asian men and 87 Asian women, with an average age of 57.2 ± 10.9 (mean ± SD) (Table 1). The histological staining results were scored on a continuous immunohistochemistry H-score scale of 0–300 by the integration of data relating to the intensity and frequency of staining, and the immunohistochemistry score was calculated with the formula: 1 × (percentage of cells staining weakly [1+]) + 2 × (percentage of cells staining moderately [2+]) + 3 × (percentage of cells staining strongly [3+]), as previously published (26). The cutoff point to define high and low epithelial GR expression in the colorectal cancer tissues was the median IHC score for all the colorectal cancer tissues. Both the log-rank test and Gehan-Breslow-Wilcoxon test were performed to calculate the significance of differences in survival. The Mantel-Haenszel χ^2^ test was used to calculate the hazard ratios for death and recurrence.

### Animal experiments

To test the transcriptional responses of Flox and GR iKO mice to DEX, 3-month-old male Flox and GR iKO mice underwent ADX. After 2 weeks of rest, the mice were injected i.p. with 1 mg/kg body weight DEX in PBS (100 μl), and tissues were harvested after 6 hours.

Acute colitis was induced in mice using 2.5% DSS in the drinking water with two different protocols: (a) treat mice with DSS water for 7 consecutive days; (b) treat mice with DSS water for 7 days and then replace DSS water with regular drinking water to allow recovery for up to another week. The body weights of the experimental mice and rectal bleeding were monitored daily, and stool blood scores were measured at the end of the treatment period. Rectal bleeding severity was scored using a previously described scale (51) (0, none; 1, red; 2, dark red; and 3, gross bleeding) and was graded as none (score 0), mild (score 1), or severe (scores 2 and 3).

To test the importance of macrophages in mediating intestinal epithelial GR deficiency–induced sensitivity to DSS-induced colitis, Flox and GR iKO mice were i.p. injected with control liposomes or liposomes containing clodronate at a dose of 10 mg/kg body weight 1 day prior to administration of 2.5% DSS in the drinking water and then once daily during DSS treatment to deplete circulating monocytes/macrophages and reduce their infiltration into the intestinal epithelium. The depletion of monocytes/macrophages was monitored in blood at day 5 after treatment by FACS (data not shown).

For the AOM/DSS colorectal cancer model, 3- to 4-month-old mice were injected with AOM (8 mg/kg body weight). One week later, the mice were fed 2.5% DSS-containing water for 6–7 days, followed by a 14-day recovery period with regular drinking water; this treatment cycle was repeated 3 times. Rectal bleeding severity was scored and graded as described above for the DSS-induced colitis model. Intestinal and colonic tissue were harvested 10–12 weeks after DSS treatment. For early-phase BMZ treatment in this model, 3- to 4-month-old control mice under AOM/DSS treatment were subjected to oral treatment with either vehicle (0.125% ethanol) or 2.5 μg/ml BMZ in 0.125% ethanol in drinking water from day 3 to day 14, and body weight, rectal bleeding severity, and survival were monitored during the entire experimental time frame.

Two protocols were used for allograft tumor experiments using mouse colon carcinoma cell line CT26.WT (ATCC, CRL-2638). In the first protocol, 2-month-old female BALB/c mice (000651, The Jackson Laboratory) and female NSG mice (005557, The Jackson Laboratory) were pretreated with either vehicle (0.125% ethanol) or 2.5 μg/ml BMZ in the drinking water for 7 days, and then 1 × 10^5^ CT26.WT cells were injected s.c. into each flank. The same treatment then continued for an additional 7 days, before it was switched to regular water. In the second protocol, BALB/c and NSG mice were injected with 1 × 10^5^ CT26.WT cells first, and the tumor growth was then monitored twice weekly. When tumors became palpable (average tumor size reached 30–40 mm^3^ at day 16), BALB/c and NSG mice were randomly divided into 2 groups and treated with either vehicle (0.125% ethanol) or 2.5 μg/ml BMZ in the drinking water for the rest of the experiment. The experimental mice in both protocols were monitored twice weekly for tumor growth and overall health. Tumor length and width were measured with calipers, and tumor volume was calculated using the formula *V* = length × width^2^/2. Mice were sacrificed when their total tumor volume reached 2000 mm^3^, according to the approved animal protocol.

### Histopathologic evaluation of DSS-induced colitis tissue samples

To evaluate the histopathology of Flox and GR iKO mice treated with DSS-containing drinking water, H&E-stained sections of the large intestine (colon) were examined, and nonproliferative lesions were graded and recorded by a professional pathologist based on a previously described 4-point scale (Table 2) (52); they were additionally described and recorded based on standard diagnostic criteria (53). Specifically, inflammation, chronic active accompanied mucosal erosion, was characterized by the intense infiltration of neutrophils with relatively few lymphomononuclear cells. Erosion was defined as significant loss of intestinal glandular epithelial cells (enteroendocrine and surface absorptive cells) and goblet cells, resulting in effacement of the mucosal architecture. Glandular atrophy (mucosal atrophy) was characterized by the presence of shortened or absent intestinal glands (crypts of Lieberkuhn) in the lamina propria. Fibrosis was characterized by the presence of proliferating fibroblasts with enlarged, oval nuclei, with extended cytoplasmic processes within the lamina propria. Edema was characterized by the accumulation of an excessive amount of fluid resulting in expansion of the submucosa.

### Evaluation of AOM/DSS colorectal cancer tissue samples

Tumors formed in the colons of AOM/DSS-treated mice were counted. The length and width of each tumor were measured with calipers, and tumor volume was calculated using the formula volume = length × width^2^/2. The total tumor volume in each mouse was calculated by adding the volumes of all tumors formed in that mouse.

To evaluate the histopathology of AOM/DSS-treated mouse colons, H&E-stained Swiss roll sections of the large intestine (colon) were blindly evaluated by a professional pathologist for the presence of tumors, staging of tumors, and presence of proliferative and nonproliferative lesions (inflammation and ulceration, respectively). The following lesion descriptions, morphologic diagnoses, and severities were used:

#### Atypical hyperplasia.

Atypical hyperplasia was characterized by crypts lined by crowded epithelial cells that maintained polarity and some dysplasia. This type of lesion was smaller in size and less proliferative than would be expected for an adenoma or adenocarcinoma.

#### Adenoma.

Adenomas were composed of either proliferations of branching tubules in the lamina propria or finger-like projections of lamina propria lined by proliferating epithelium.

#### Adenocarcinoma.

Adenocarcinoma was defined as a sessile proliferation of epithelial cells, with invasion into the underlying lamina propria and submucosa.

#### Acute inflammation.

Acute inflammation was characterized as the infiltration — predominantly of neutrophils, with fewer lymphocytes, plasma cells, and macrophages — within the lamina propria and submucosa or even extending through the muscularis to the serosa, depending on the severity. Edema could be observed in the submucosa; the degree of edema roughly paralleled the inflammation severity. Severity grading was performed subjectively based on the number of inflammatory cells, the extent of the inflammation, and other associated changes, such as edema in the submucosa. With minimal acute inflammation, there were scattered neutrophils within the lamina propria (+1); mild inflammation (+2) was recorded when there were more neutrophils in the lamina propria and infiltration into the submucosa; submucosal edema was also sometimes present to a mild degree. Moderate (+3) and marked inflammation (+4) were characterized by progressive increases in the number of inflammatory cells; involvement of the submucosa, muscularis, and serosa; associated submucosal edema; and the accumulation of inflammatory cells and cell debris in the lumen of the colon.

#### Ulcer.

Ulcers in the large intestine were characterized by a complete loss of the surface epithelium in the tunica mucosa down to the level of the submucosa. Ulcer severity scores were based on the amount of mucosa that was ulcerated, with a minimal score (+1) representing ulceration of approximately 25% or less of the surface epithelium; mild ulceration (+2) involving approximately 26%–50% of the surface epithelium; moderate ulceration (+3) indicating ulceration of approximately 50%–75% of the surface epithelium; and marked ulceration (+4) involving greater than 75% of the mucosa in the section evaluated.

#### Erosion.

Erosion of the epithelium of the anus was characterized by necrosis of the epithelium that did not extend below the basement membrane of the epithelium; that is, the necrosis did not extend into the lamina propria.

### Isolation of immune cells from the colon

CD45^+^ immune cells were isolated from the colon tissues of Flox and GR iKO mice according to a published protocol (54). Surface marker expression was analyzed by flow cytometry on a BD LSRFortessa (BD Biosciences) instrument using antibodies from eBioscience specific for the following markers: CD45 (catalog 48-0451-82), CD3 (catalog 46-0032-82), CD4 (catalog 11-0041-82), CD8 (catalog 11-0081-822), CD11b (catalog 11-0112-82), CD11c (catalog 5-0114-82), F4/80 (catalog 12-4801-82), Ly6C (catalog 17-5932-82), Ly6G (catalog 12-9668-82), and MHCII (catalog 17-5321-82). The percentages of total monocytes (Ly6C^+^), macrophages (CD11b^+^F4/80^+^), M2 macrophages (CD206^+^CD16/32^–^), neutrophils (CD11b^+^Ly6G^+^), and dendritic cells in the total CD45^+^ immune cell population were calculated.

### Data availability

The Gene Expression Omnibus accession number for the microarray data set generated with colons from PBS- or DEX-treated Flox and GR iKO mice that underwent ADX is GSE146086 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146086). The Gene Expression Omnibus accession number for the microarray data set generated with colons from regular or DSS-containing water-treated Flox and GR iKO mice is GSE146048 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146048).

### Statistics

Values are expressed as the mean ± SEM from at least 3 independent experiments or biological replicates, unless otherwise indicated in figure legends. For data containing 2 groups, significant differences between means were analyzed by the 2-tailed, unpaired, nonparametric Mann-Whitney test or by 2-tailed Student’s *t* test for data sets with sample sizes of less than or equal to 4. Differences were considered significant at *P* < 0.05. For data containing more than 2 groups, significant differences between means were analyzed by 2-way ANOVA test with correction for multiple comparisons. Differences were considered significant at *q* < 0.05. Statistical analysis of GR IHC staining in human colorectal tissues is detailed in *Human studies*. Statistical analysis of the microarray data sets is detailed in *Microarray study and analysis* in the Supplemental Methods.

### Study approval

The Institutional Review Board at the Fudan University Shanghai Cancer Center approved the human study protocol. All subjects provided informed consent. All animal experiments were conducted in accordance with the guidelines of the National Institute of Environmental Health Sciences/NIH Animal Care and Use Committee (approved Animal Study Proposal number 2014-0016 STL 2020).

## Author contributions

ST designed the study; performed experiments; analyzed data; designed, guided, and analyzed the clinical study; and wrote the manuscript. ZZ designed the study, performed experiments, analyzed data, and wrote the manuscript. RHO provided GR^*fl/fl*^ mice, guided the study, performed experiments, and analyzed data. WL, MJ, and LL performed animal experiments and analyzed data. XX and JLL analyzed the microarray data sets. WH, QL, and Xinxiang Li performed clinical analyses of intestinal GR in patients with colorectal cancer. QX, LC, and ASW assisted with animal studies and analyzed gene expression. JAC provided GR^*fl/fl*^ mice and guided and designed the study. Xiaoling Li guided, designed, and coordinated the study; analyzed data; and wrote the manuscript. All authors critically reviewed the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

## Figures and Tables

**Figure 1:**
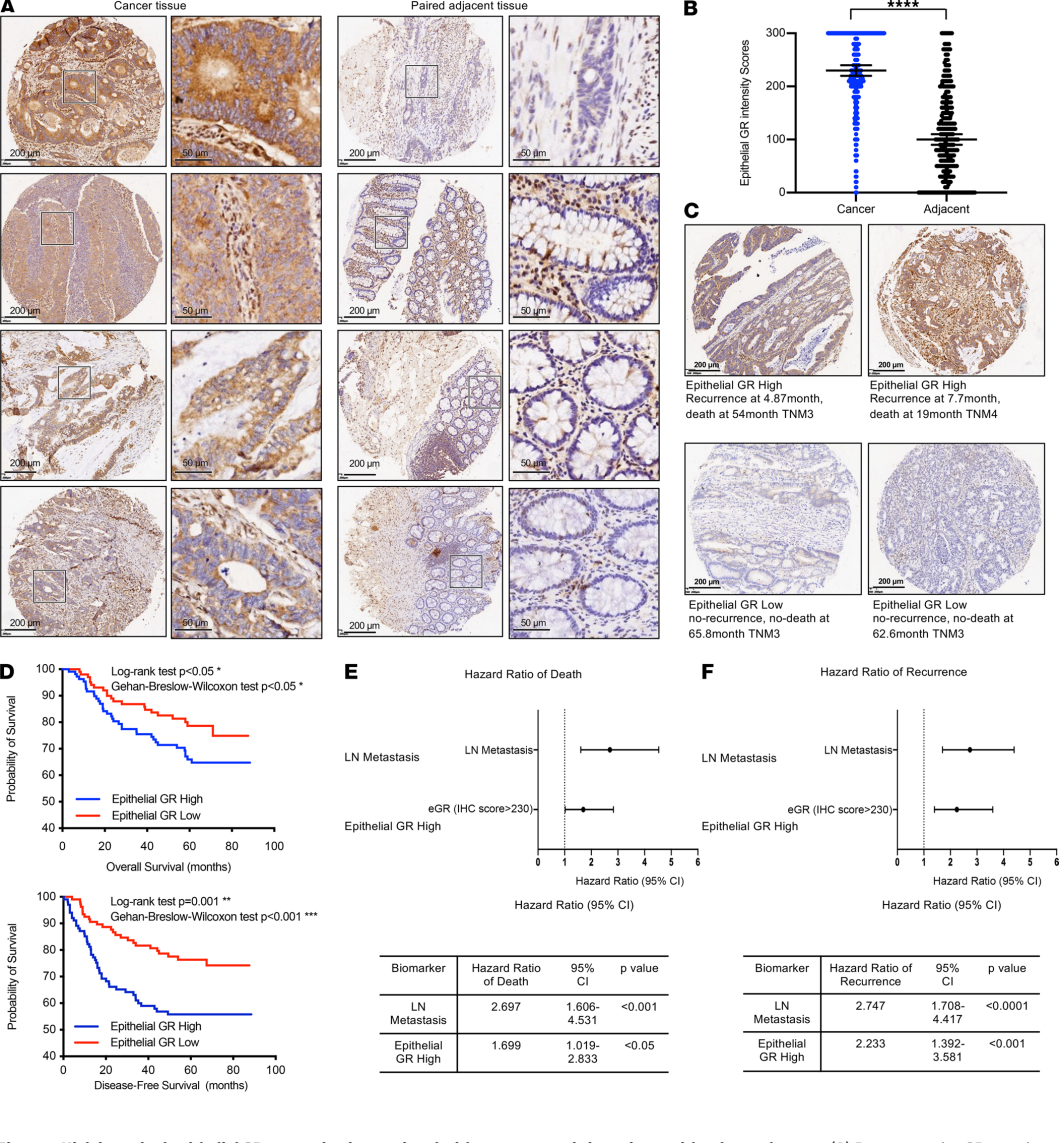
High intestinal epithelial GR expression is associated with poor prognosis in patients with colorectal cancer. (**A**) Representative GR protein IHC images of paired colorectal cancer tissue and adjacent tissues. The levels of GR protein in a colorectal cancer tissue microarray from the Fudan University Shanghai Cancer Center were determined by immunohistochemical staining with an anti-GR antibody, as described in the Methods. Scale bar: 50 μm (second and fourth column); 200 μm (first and third column). (**B**) GR is highly expressed in epithelial cells in colorectal cancer tissue compared with adjacent noncancer tissue. The GR protein staining intensity in epithelial cells was scored in 431 cancer tissues and 347 adjacent tissues, as described in the Methods (data represent mean ± SEM; **** *P* < 0.0001, Mann-Whitney test). (**C**) Representative images showing high and low epithelial GR staining in the tissue microarray and the survival data of the corresponding patients. The patients included in the microarray were stratified by dichotomizing the GR expression status in cancer tissues on a continuous H-score scale of 0–300, with a cut point of 230 (*n* = 109 for low expression and 105 for high expression). (**D**) Patients with colorectal cancer with high epithelial GR expression have significantly reduced overall survival and disease-free survival. Kaplan-Meier survival analysis was performed. (**E** and **F**) Patients with colorectal cancer with high epithelial GR expression (epithelial GR high) have significantly increased hazard ratios for death and recurrence. Patients with colorectal cancer without lymph node (LN) metastasis were used as a reference to calculate the hazard ratio of patients with LN metastasis for death or recurrence. Patients with colorectal cancer with low epithelial GR expression were used as the reference to calculate the hazard ratios for death or recurrence of the patients with high epithelial GR expression.

**Figure 2:**
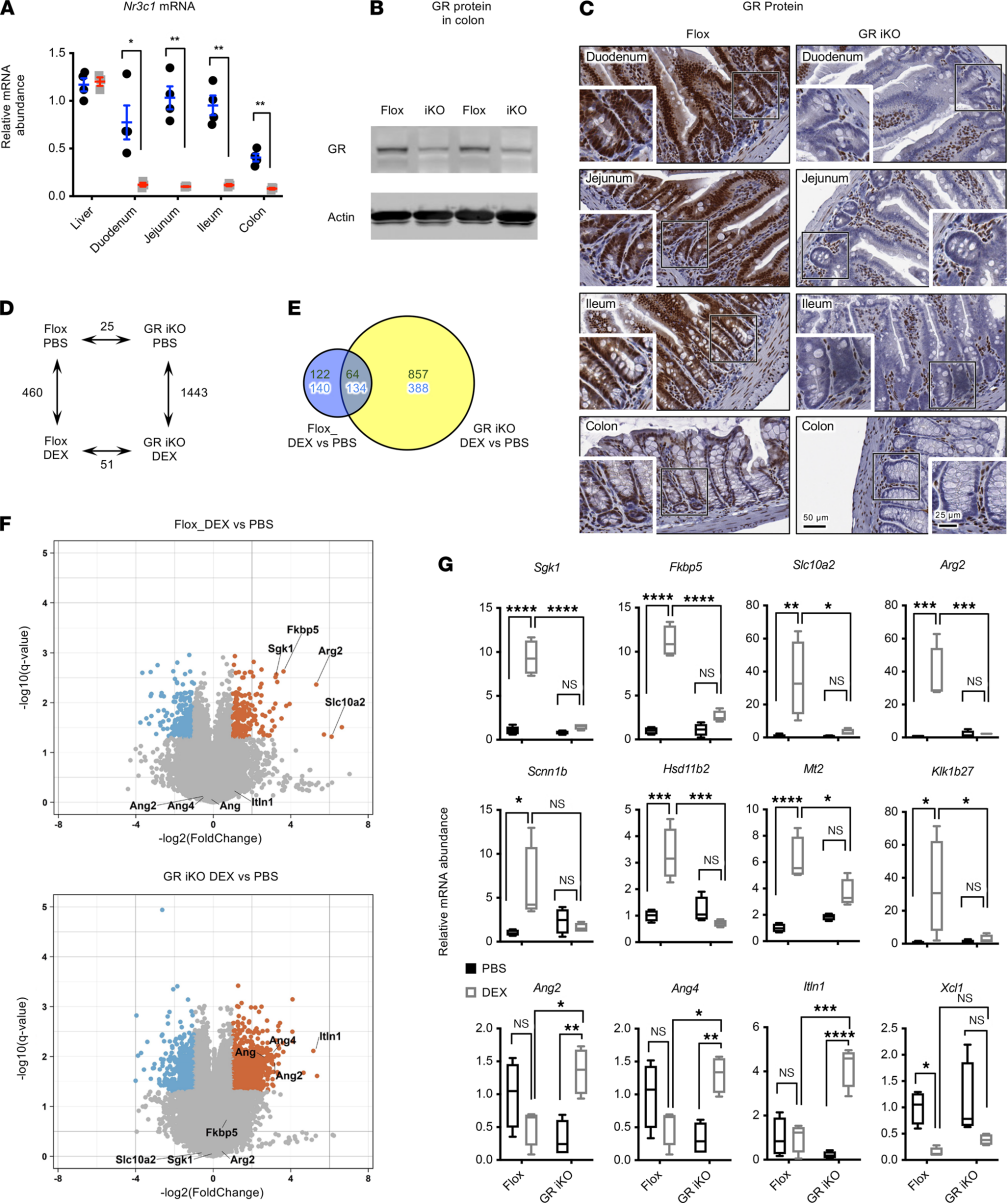
Generation of intestinal epithelium–specific GR KO mice. (**A**) mRNA levels of full-length GR in different segments of intestine and control liver tissues in Flox and intestinal epithelium–specific GR KO mice (GR iKO mice) (*n* = 4 Flox and 3 GR iKO; data represent mean ± SEM; *P < 0.05, **P < 0.01, Student’s *t* test). (**B**) GR protein is reduced in the colons of GR iKO mice. (**C**) Deletion of GR in intestinal epithelium. The protein levels of GR were analyzed by immunohistochemical staining. Insets depict depletion of GR protein in crypts of GR iKO mice. Scale bar: 50 μm; 25 μm (insets). (**D**) The numbers of significantly altered gene probes between Flox and GR iKO mice treated with PBS or DEX. ADX Flox and GR iKO mice were treated and the transcriptomes in their colons were analyzed by microarray, as described in Methods (*n* = 3 Flox and 4 GR iKO, *q* < 0.05).

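DEX changed 646 probes in Flox mice, 322 higher and 324 lower, and 2063 probes in GR iKO mice, 1724 higher and 339 lower. Between the genotypes, 55 probes differed under PBS, 27 of them higher in GR iKO mice, and 66 differed under DEX, 36 of them higher. The response to DEX itself differed between the genotypes for 91 probes, with 75 changes higher and 16 lower in GR iKO than in Flox mice. At an unadjusted p under 0.05, limma gave 7823, 11397, 3207, 5612, and 4977 probes for the same 5 comparisons. The test changed these counts. The t-test used next is the one that the paper's Methods name for small data sets with 2 groups. For more than 2 groups, the Methods name a 2-way ANOVA, and these arrays form 4 groups. For the microarrays themselves, the Methods refer to Supplemental Methods. An ordinary 4-group contrast on the authors' log2 table, a setting chosen after the data were seen, gave numbers that Figure 2 prints. These were 460 probes for DEX in Flox mice, 1443 for DEX in GR iKO mice, and 51 between the genotypes under DEX. The t-test counts are thus not those of the paper's own test. At an unadjusted p under 0.05 and a 2-fold change, the methods' t-test gave 1467 probes for DEX in Flox mice, 2524 for DEX in GR iKO mice, and 703 and 658 between the genotypes under PBS and DEX, and after Benjamini-Hochberg adjustment it gave 0, 705, 0, and 0. The probes called higher with DEX in GR iKO mice were not spread evenly over the array. Rows 355 to 532 held 1395 of these 1724 probes (80.9%), whereas rows 1 to 177 and 178 to 354 held 141 and 188. In Flox mice, the 3 parts of the array, from the first row on, held 83, 135, and 104 of the probes called higher. On rows 1 to 354 together, 449 of 27597 probes were called in Flox mice and 586 in GR iKO mice, and when these rows were analyzed alone, a setting chosen after the data were seen, the counts were 460 and 445. Among dim probes, with a mean log2 signal of −7 to −4, the median change in GR iKO mice was 0.01, 0.14, and 0.75 on the 3 parts, and 0.03, 0.14, and 0.12 in Flox mice. Before normalization, the median signal of these dim spots on the last part was above that on the first part by 4.75 intensity units in the GR iKO mice given DEX and fell by 5.67 units in the GR iKO mice given PBS. The 75 probes with a higher change in GR iKO mice included 60 on the last part, among them those of *Tmprss15*, *Trex2*, and *Jakmip3*. These 3 probes were not well above background in any GR iKO mouse given PBS and were at least 10.6-fold, 4.73-fold, and 3.55-fold higher with DEX in GR iKO mice. A probe for *Tmprss15* and a probe for *Jakmip3* other than these gave differences of 0.29 and 0.10. The probes used for *Sgk1*, *Fkbp5*, *Arg2*, and *Scnn1b* lie on rows 1 to 354. Those used for *Hsd11b2*, *Nr3c1*, *Xcl1*, and *Klk1b27* lie on rows 355 to 532.

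**Figure D2:**
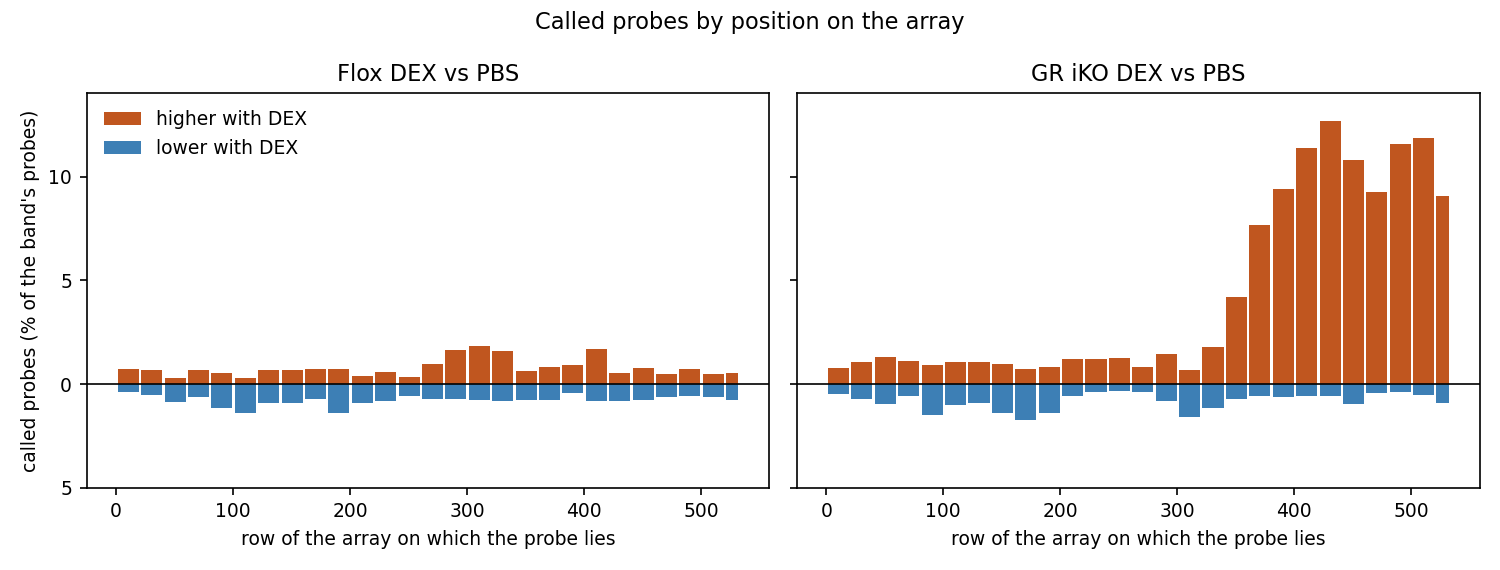
Share of probes called changed with DEX (y axis, % of the probes in a band of 20 rows; higher above 0 and lower below 0) by array row (x axis), for Flox mice and GR iKO mice. From row 361 on, 7.64% to 12.7% of the probes in a band are called higher in GR iKO mice, against 0.70% to 1.79% up to row 340.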

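The log2 signals of all probes correlated between arrays of the same group with r from 0.981 to 0.988 and between arrays of different groups with r from 0.973 to 0.986. Both genotypes shared 258 probes that changed with DEX in the same direction, 122 higher and 136 lower, against 16.2 expected if the responses were independent, and 1 probe changed in opposite directions. The shared probes were 39.9% of those called in Flox mice and 12.5% of those called in GR iKO mice. A further 387 probes were called in Flox mice only. In GR iKO mice, 85.5% of these changed in the same direction, with a median log2 change of 0.50 in the called direction against 1.30 in Flox mice, and a difference between the responses was called for 14 of the 387. Conversely, 1804 probes were called in GR iKO mice only, 1601 of them higher, and a difference between the responses was called for 65. In Flox mice, 75.2% of the 1804 changed in the same direction, with a median of 0.34 in the called direction against 1.57 in GR iKO mice. Choosing probes called in 1 genotype only favours such gaps in both sets, so neither gap measures a weaker response. Of the 1601 probes, 1336 (83.4%) lie on rows 355 to 532 of the array, whereas the shared probes divide into 78, 75, and 105 over rows 1 to 177, 178 to 354, and 355 to 532. When each array was left out in turn, the number of called probes ranged from 215 to 840 for DEX in Flox mice and from 1436 to 2365 for DEX in GR iKO mice, and the shared probes ranged from 95 to 360. The lowest count in Flox mice and the lowest overlap came without Flox mouse 1 of the DEX group.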

**Figure 3:**
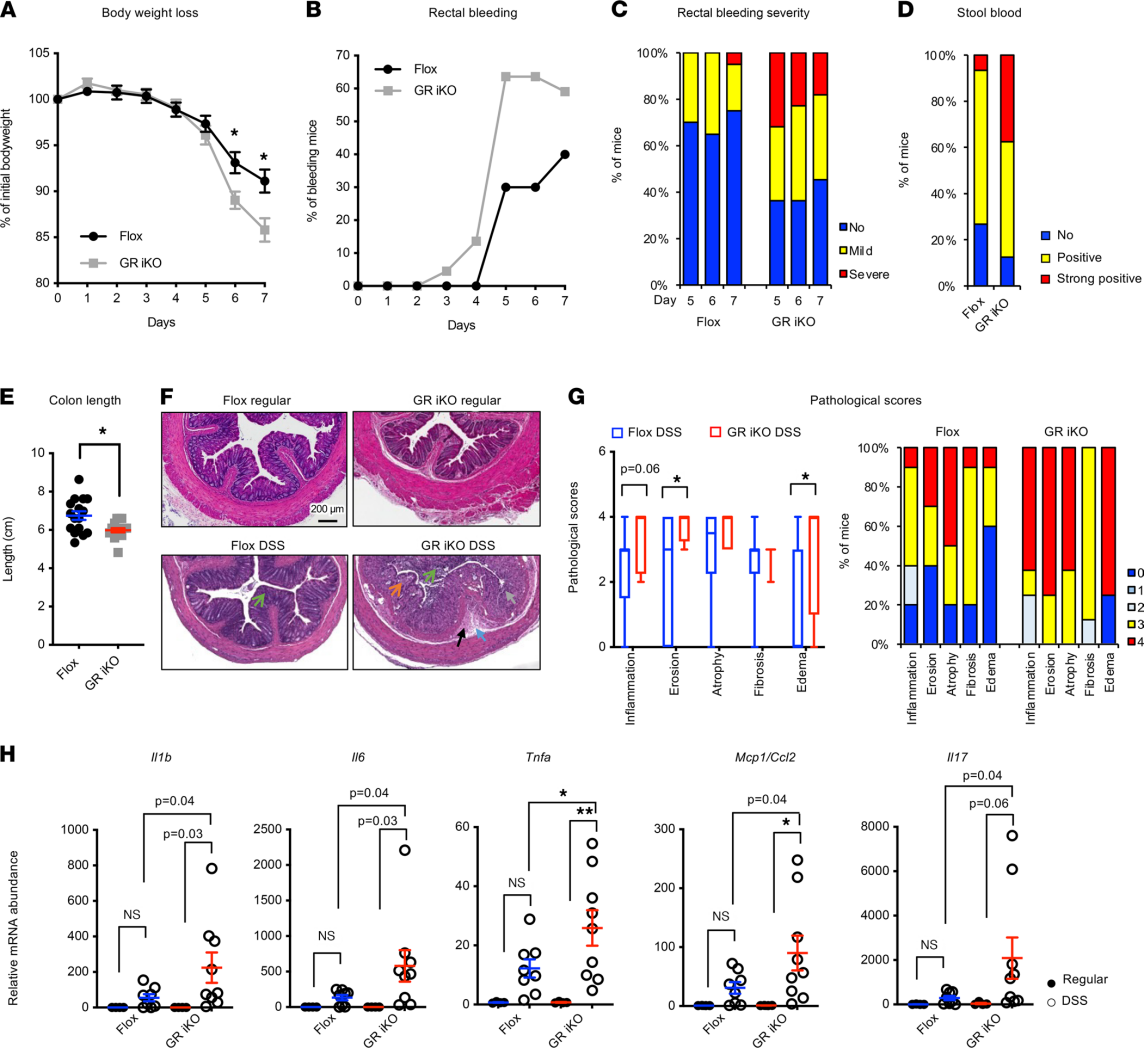
Deletion of intestinal epithelial GR increases susceptibility to DSS-induced colitis in mice. (**A–E**) Six-month-old Flox and GR iKO mice were treated with 2.5% DSS in drinking water for 7 days. (**A**) Their body weight loss, (**B**) the percentage of animals displaying rectal bleeding, (**C**) the percentages of mice by rectal bleeding severity category, (**D**) bloody stool positivity, and (**E**) the colon length were analyzed (*n* = 16 Flox mice and 17 GR iKO mice from two independent experiments). Data in (**A** and **E**) represent mean ± SEM, *P < 0.05, Mann-Whitney test. (**F** and **G**) H&E-stained colon sections from DSS-treated Flox and GR iKO mice were examined, and nonproliferative lesions were graded and recorded, as described in the Methods. Scale bar: 200 μm. The orange arrow denotes inflammation, the brown arrow denotes glandular atrophy and loss, the black arrow denotes fibrosis, the blue arrow denotes submucosal edema, and green arrows denote mucosal erosion. (**G**) Pathological scores shown with box-and-whisker plot, where whiskers represent the maximum and minimum values (*n* = 10 Flox mice and 8 GR iKO mice, *P < 0.05, Mann-Whitney test). (**H**) GR-deficient mouse colons have increased proinflammatory gene levels after DSS administration (*n* = 4 Flox mice administered regular water, 8 Flox mice treated with DSS, 4 GR iKO mice administered regular water, and 9 GR iKO mice treated with DSS; data represent mean ± SEM; *q < 0.05, **q < 0.01, 2-way ANOVA test).

**Figure 4:**
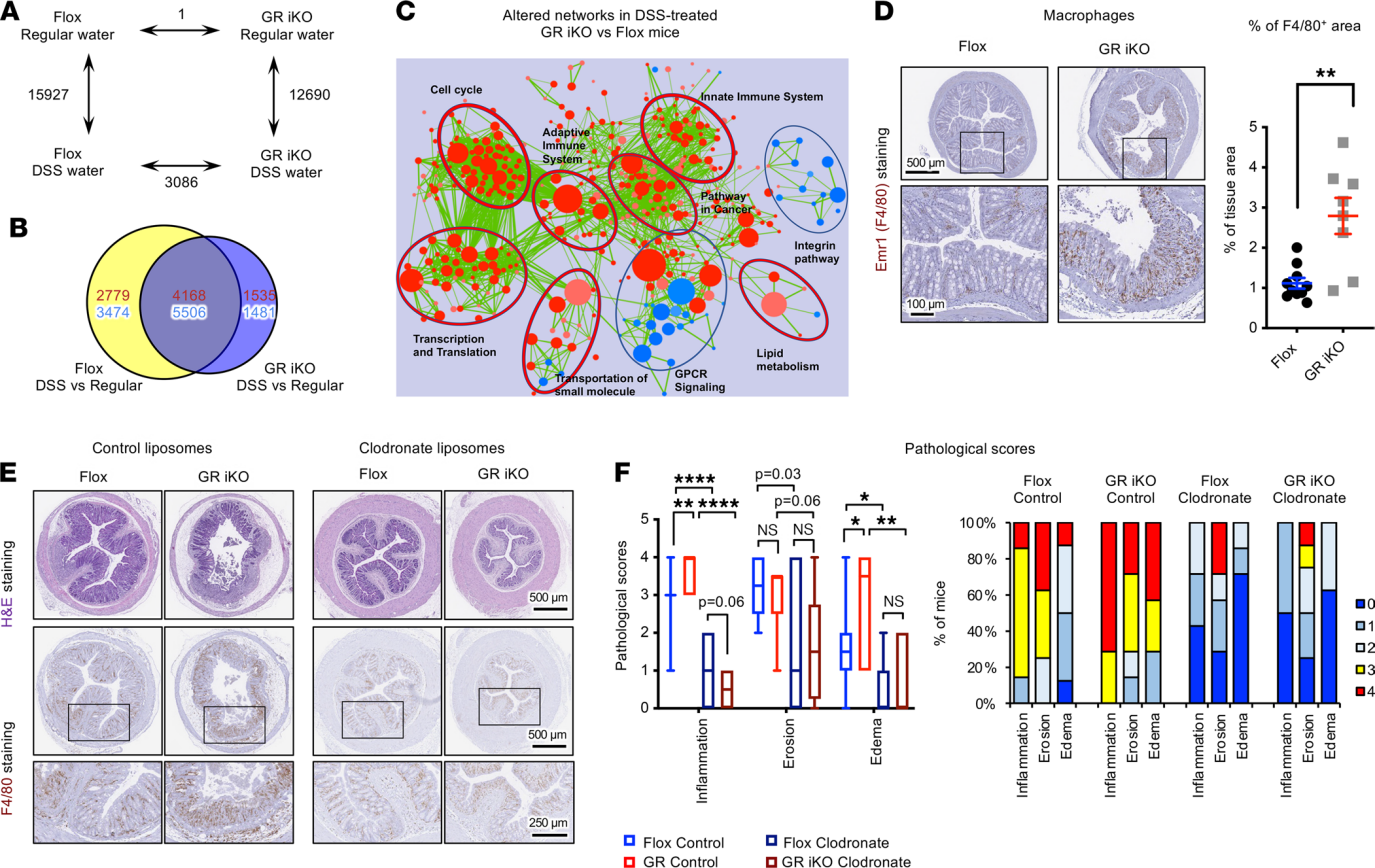
Intestinal epithelial GR deficiency enhances sensitivity to DSS-induced colitis through activation of intestinal macrophages. (**A–C**) GR iKO mice have increased immune system activation and inflammation at the transcriptomic level after DSS treatment. Six-month-old Flox and GR iKO mice were treated with regular water or with 2.5% DSS water for 7 days, and their colonic total RNA were analyzed by mouse whole genome microarray (*n* = 3–4). (**A**) The numbers of significantly altered gene probes between Flox and GR iKO mice treated with or without DSS (*n* = 3–4, *q* < 0.05). (**B**) Venn diagram representation of DSS-altered common gene probes (9674) as well as unique gene probes (6253 unique in Flox mice, and 3016 unique in GR iKO mice). Red, upregulated; blue, downregulated. (**C**) An enrichment network map of enriched gene set enrichment analysis gene sets. Red, upregulated gene sets; blue, downregulated gene sets. (**D**) DSS-treated GR-deficient mouse colons have increased infiltration of macrophages. Colon sections from DSS-treated Flox and GR iKO mice were stained with an anti-F4/80 antibody and quantified by ImageJ (NIH) (*n* = 10 Flox mice and 8 GR iKO mice; each data point represents an average of at least 3 mouse colon sections, including proximal, middle, and distal segments; data represent mean ± SEM; **P < 0.01, Mann-Whitney test). Scale bar: 100 μm (bottom); 500 μm (top). (**E** and **F**) Flox and GR iKO mice have comparable sensitivities to DSS-induced colitis after monocyte/macrophage depletion. Mice were treated as described in the Methods. Inflammation and the tissue morphology in colon H&E-stained sections were evaluated and scored as described in the Methods (*n* = 8 Flox control, *n* = 7 GR iKO control, *n* = 7 Flox clodronate, and *n* = 8 GR iKO clodronate). Scale bar: 250 μm (bottom); 500 μm (top and middle). (**F**) Pathological scores shown with box-and-whisker plot, where whiskers represent the maximum and minimum values (*q < 0.05, **q < 0.01, ****q < 0.0001, 2-way ANOVA test).

**Figure 5:**
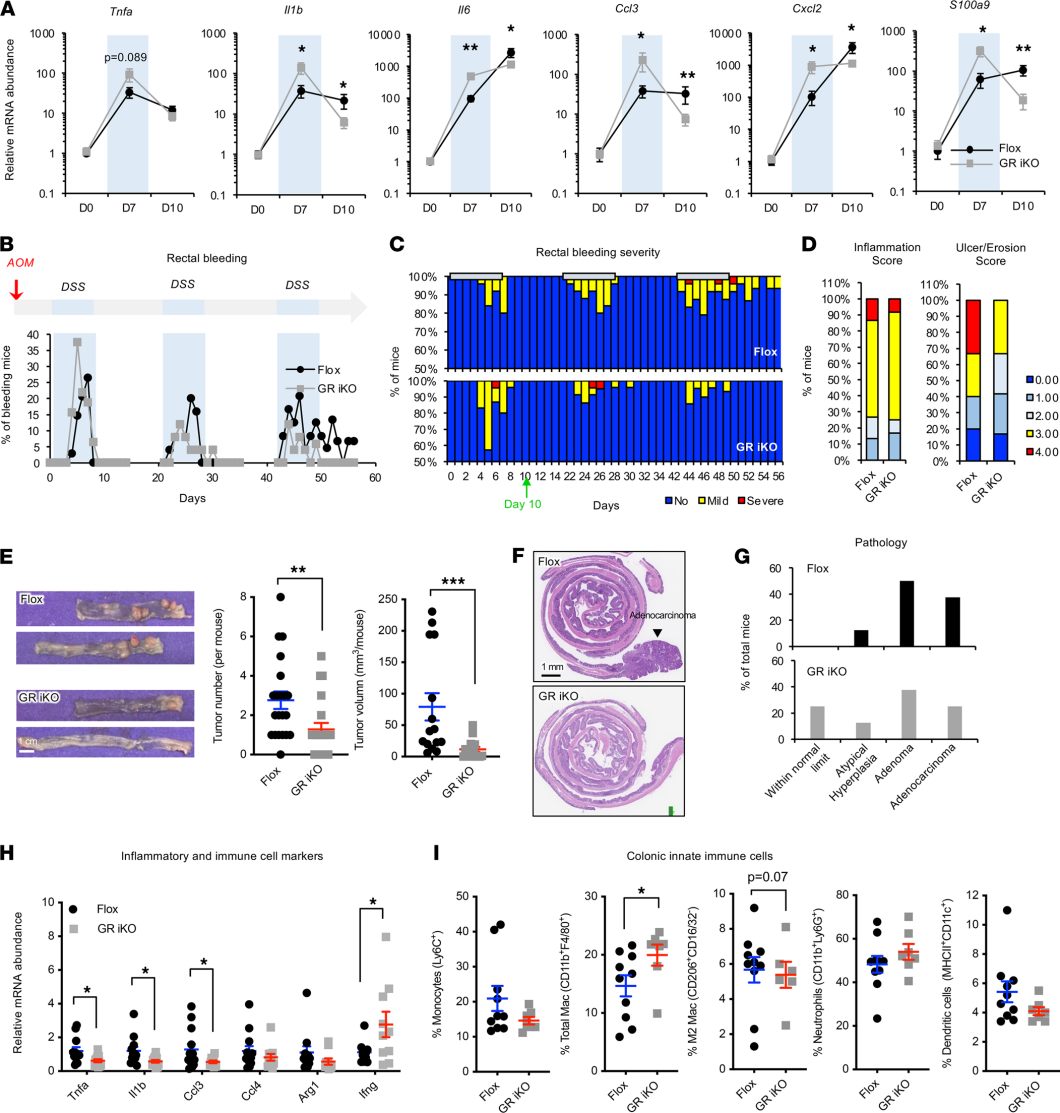
Deletion of intestinal epithelial GR enhances recovery after DSS treatment and suppresses chronic inflammation–associated colorectal cancer formation. (**A**) GR iKO mice have reduced expression of inflammatory and immune cell markers at day 10. Flox and GR iKO mice were treated with 2.5% DSS for 7 days (light blue area), followed by regular water for 3 days (D0, *n* = 4 Flox and 4 GR iKO; D7, *n* = 10 Flox and 10 GR iKO; D10: *n* = 16 Flox and 15 GR iKO). (**B** and **C**) GR iKO mice display increased improvement in rectal bleeding in an AOM/DSS colorectal cancer model. Flox and GR iKO mice were subjected to the AOM/DSS procedure, as described in Methods (*n* = 34 Flox and 32 GR iKO). (**D**) GR iKO mice show a trend of improved morphologic recovery at day 10 in the AOM/DSS model (*n* = 15 Flox and 12 GR iKO). (**E**) GR iKO mice exhibit reduced tumor formation in the AOM/DSS model (*n* = 16 Flox and 15 GR iKO). Scale bar: 1 cm. (**F**) Representative images of H&E-stained colon sections from Flox and GR iKO mice in the AOM/DSS model. Scale bar: 1 mm. (**G**) Tumor stages in Flox and GR iKO mice. The H&E-stained colon sections were evaluated and scored as described in Methods (*n* = 8 Flox and 8 GR iKO). (**H**) GR iKO mice have reduced expression of proinflammatory markers but enhanced expression of *Ifng* in the colon at the end stage of the AOM/DSS model (*n* = 11 Flox and 10 GR iKO mice). (**I**) GR iKO mice have increased infiltration of macrophages in the colon at the end stage of the AOM/DSS model, as analyzed by FACS (*n* = 20 Flox and 14 GR iKO mice; each data point represents pooled colon tissues from 2 experimental mice). Data in **A**, **E**, **H**, and **I** represent mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, Mann-Whitney test.

**Figure 6:**
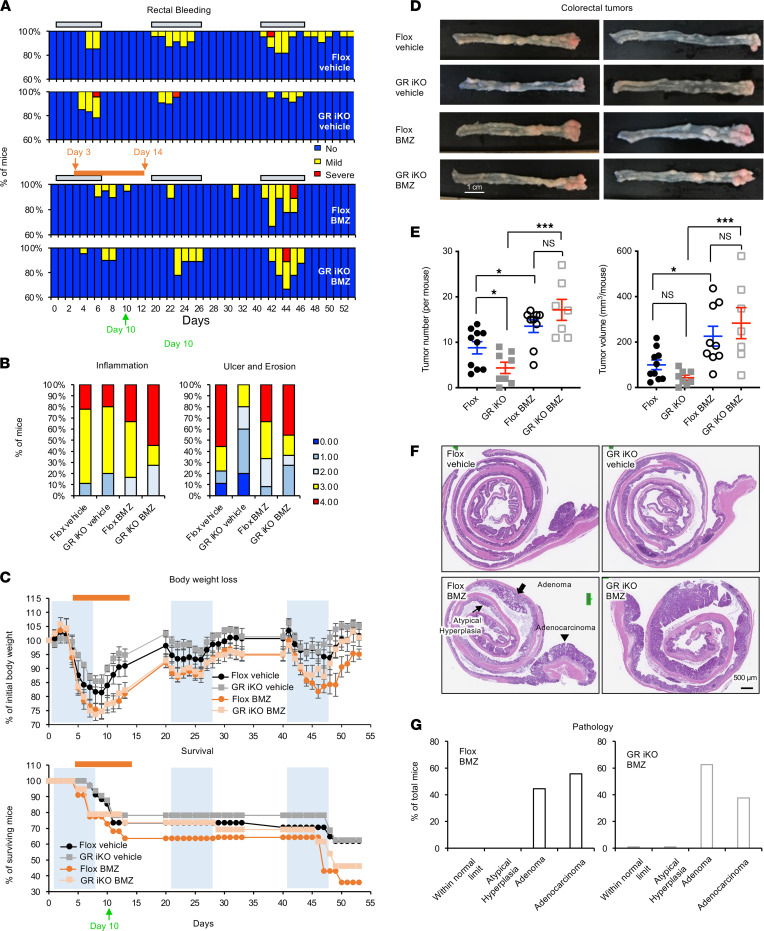
Early-phase betamethasone treatment increases AOM/DSS-induced colorectal cancer formation. (**A–C**) Eleven-day oral betamethasone (BMZ) treatment during the first DSS treatment/recovery cycle impairs recovery of rectal bleeding of both Flox and GR iKO mice in an AOM/DSS colorectal cancer model. Three- to four-month-old Flox and GR iKO mice under AOM/DSS treatment were subjected to oral treatment of either vehicle (0.125% ethanol) or 2.5 μg/ml BMZ from day 3 to day 14. (**A**) The rectal bleeding severity during the entire experimental time frame (initial animal numbers, *n* = 28 Flox vehicle, 27 GR iKO vehicle, 21 Flox BMZ, and 22 GR iKO BMZ). (**B**) Their histological scores of inflammation (left) and morphology (right) were evaluated by a professional pathologist at day 3 during the first regular water recovery phase (day 10) (*n* = 15 Flox vehicle, 12 GR iKO vehicle, 12 Flox BMZ, and 11 GR iKO BMZ). (**C**) The body weight loss and surviving animals (initial animal numbers, *n* = 28 Flox vehicle, 27 GR iKO vehicle, 21 Flox BMZ, and 22 GR iKO BMZ). (**D** and **E**) Oral BMZ treatment during the first DSS treatment/recovery cycle increases colon tumor formation in both Flox and GR iKO mice in an AOM/DSS colorectal cancer model (*n* = 10 Flox vehicle, 8 GR iKO vehicle, 9 Flox BMZ, and 7 GR iKO BMZ; data represent mean ± SEM; *q < 0.05, ***q < 0.001, 2-way ANOVA test). (**F** and **G**) Colorectal cancers developed in BMZ-treated mice are at more advanced stages compared with vehicle-treated mice in an AOM/DSS colorectal cancer model. The tumor histology and stages were evaluated by a professional pathologist, as described in Supplemental Methods (*n* = 9 Flox BMZ, and *n* = 7 GR iKO BMZ).

**Figure 7:**
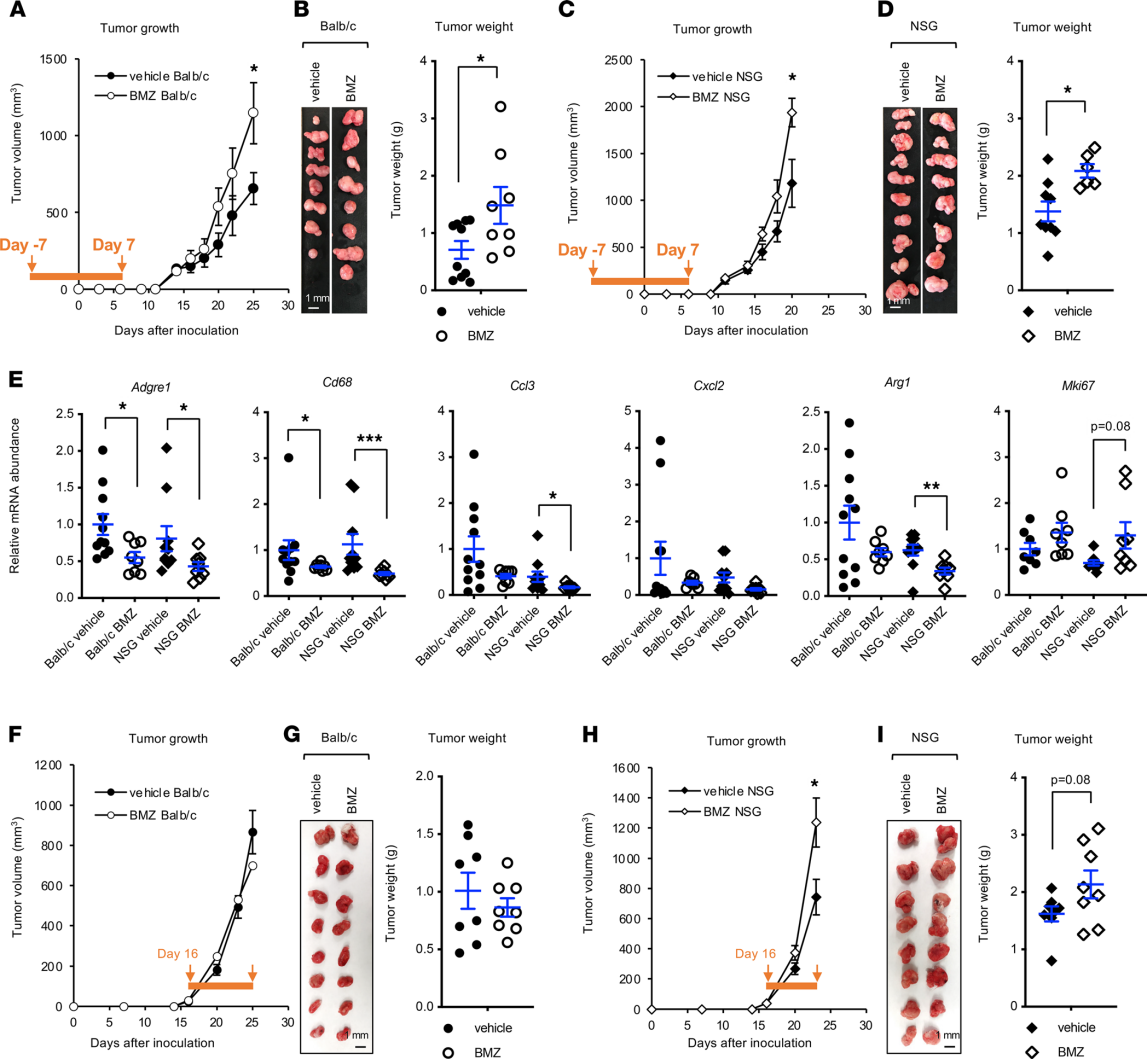
Early-phase betamethasone treatment increases the growth of allografted colon carcinoma cells in mice. (**A** and **B**) Early-phase oral BMZ treatment increases the growth of allografted CT26.WT carcinoma cells in BALB/c mice. Two-month-old immunocompetent BALB/c mice were treated and analyzed as described in the Methods. (**A**) Tumor volume was monitored, and (**B**) a final image of the dissected tumors as well as tumor weights are shown (*n* = 8–10; data represent mean ± SEM; *P < 0.05, Mann-Whitney test). (**C** and **D**) Early-phase oral BMZ treatment increases the growth of allografted CT26.WT colon carcinoma cells in NSG mice (*n* = 8–10, one outlier from each group was removed for tumor weight analysis using IQR analysis, in which any values outside the 1.5 × IQR range were considered outliers; data represent mean ± SEM; *P < 0.05, Mann-Whitney test). (**E**) The expression of macrophage markers, chemokines, and proliferation genes in allografted CT26.WT colon tumors. The allografted CT26.WT colon tumors in **B** and **D** were analyzed for the expression of the indicated genes by qPCR (*n* = 8–10; data represent mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, Mann-Whitney test). (**F–I**) Late-phase oral BMZ treatment increases the growth of allografted CT26.WT colon carcinoma cells in NSG mice but not BALB/c mice. Two-month-old immunocompetent BALB/c mice and NSG mice were allografted with CT26.WT cells, and tumor volume was monitored. When the average tumor size reached 30–40 mm^3^ (at day 16), mice in each strain were randomly divided into 2 groups and treated with vehicle or BMZ for the rest of the experiment (*n* = 8 tumors/group for both BALB/c mice and NSG mice; data represent mean ± SEM; *P < 0.05, Mann-Whitney test).

**Table 1:**
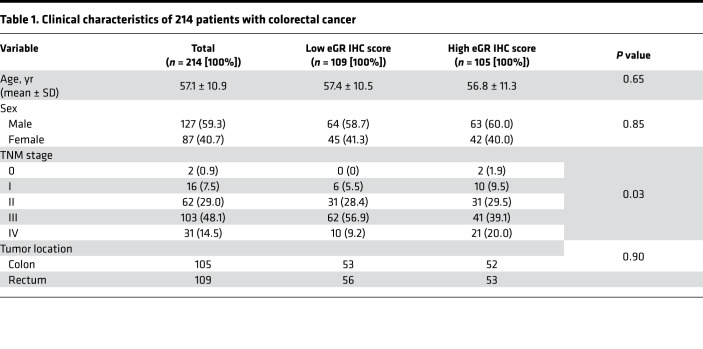
Clinical characteristics of 214 patients with colorectal cancer

**Table 2:**
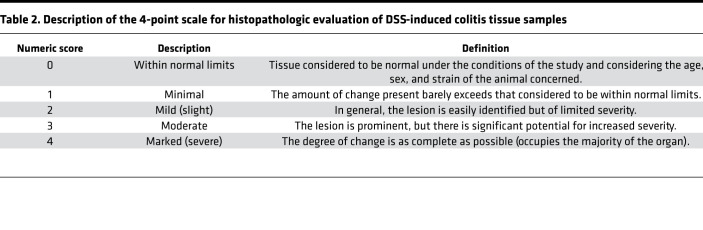
Description of the 4-point scale for histopathologic evaluation of DSS-induced colitis tissue samples

How the deposited data were processed for this re-analysis (not part of the article)

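The data were 14 microarrays of colon RNA from male ADX Flox and GR iKO mice, 1 array per mouse. After 2 weeks of rest the mice were injected with 1 mg/kg DEX in 100 μl PBS or with PBS, and the colons were taken 6 hours later. The groups were Flox with PBS (4 arrays), Flox with DEX (3 arrays), GR iKO with PBS (3 arrays), and GR iKO with DEX (4 arrays). Each array was mapped to its group by the genotype, treatment, and replicate number in its deposited sample name. The treatment text of the deposited labels describes a DEX injection for every sample, including those named PBS, so it was not used to set the groups.

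The authors deposited the intensity of each spot as the scanner software wrote it for each array, after background subtraction and detrending within the array and without normalization between arrays. The files also give the median pixel intensity of each spot and of its local background. The authors also deposited a table of log2 values for the same 14 arrays, with its normalization unstated. Each of its 14 columns followed its own array most closely (lowest r = 0.9994), the sorted values of its columns differed by at most 0.0024, and quantile normalization of the log2 intensities gave the same values within 0.0432, so the table was taken to be quantile normalized. The authors named the microarray methods in Supplemental Methods, which were not among the materials read.

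The values analysed here are log2 intensities minus the 75th percentile of each array. Control spots and spots with an outlier flag were left out, and repeated spots of a probe (245 probes) were averaged. Of 41174 probes, 29245 carry a RefSeq accession, 28223 were named through a RefSeq gene table of assembly GRCm38.p6, 951 were named through the supplemental tables of the paper, and 12000 have no gene name. Together they represent 19445 genes. No coordinates were used, since the build of the array design is not stated.

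One linear model with the 4 groups was fitted to each probe with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The contrasts were DEX against PBS in each genotype, GR iKO against Flox under each treatment, and the genotype by DEX interaction, which is the response of GR iKO mice minus that of Flox mice. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, the thresholds named by the legend of Figure 2 and the sheets of Supplemental Table 1. Fold changes of probes that were not well above background on any array of a group are given as lower bounds: the mean of the brighter group was set against the mean over the dimmer group of, on each array, the higher of the probe's own value and the lowest value of a probe well above background. Every probe was counted separately, and for a named gene the probe with the highest mean signal was used.

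The named genes are those in Figure 2 and, for each DEX contrast and the interaction, the 3 called and named probes with the largest rise and the 3 with the largest fall among probes well above background on every array of the brighter group. The rule also allows members of the fixed lists, and the 6 of these that are named (*Mt1*, *Tsc22d3*, *Pdk4*, *Ccl2*, *Ccl7*, and *Cxcl10*) were chosen after the data were seen. The lists held GC-induced genes (18 of 19 on the array), GC-repressed genes (14 of 14), and markers of small intestine (8 of 8), Paneth cells (4 of 6), exocrine pancreas (9 of 9), smooth muscle (6 of 6), distal colon (4 of 5), macrophages (6 of 6), T cells (6 of 6), B or plasma cells (6 of 6), epithelium (8 of 8), goblet cells (6 of 6), and stromal fibroblasts (6 of 6). Lists were tested with the camera method of limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over all lists and contrasts, and with fry as an alternative. The model, the thresholds, the lists, the rule for named genes, and all alternatives but 5 were chosen before the data were examined.

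The alternatives were normexp background correction (offset 50), quantile normalization, median scaling, the authors' log2 table, a filter and a floor on dim values, outlier spots kept, fits of only the groups compared, no moderation of the spread, the methods' t-test, Storey q values, no fold minimum, an adjusted p under 0.01, array weights, a replicate block, each array left out in turn, fry, and the mean of all probes of a gene. Normexp had been planned on the mean spot intensity and was run on the median, because the files hold no mean. The 5 alternatives chosen after the data were seen were the authors' log2 table without moderation of the spread, a covariate for exocrine pancreas genes, rows 355 to 532 of the array left out, quantile normalization within each of 3 parts of the array rows, and the GC-induced list without the 3 genes that Figure 2 also shows. No block for slide or scan could be fitted, since each of the 4 groups had its own slide. The methods' t-test is the one that the paper's Methods name for small data sets of 2 groups. The paper does not name it for the microarrays in the text read, and for more than 2 groups its Methods name a 2-way ANOVA.

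The model was tested on simulated data with 200 changed probes of 41174 for each contrast, which had log2 changes of 2 or 3 in either direction. It recovered 89.0% of the changed probes with 8 false calls for DEX in Flox mice, 87.0% with 9 for DEX in GR iKO mice, 85.5% with 2 and 86.5% with 3 for the genotypes under PBS and DEX, and 75.0% with 8 for the interaction. The median error of the log2 change of these probes was 0.114 to 0.179. The simulated changes were larger than the median change of probes called in Flox mice only (1.30) or in GR iKO mice only (1.57). Recovery of changes nearer the 2-fold threshold was therefore not measured. The position of a probe is the row and column of its first spot, and neighbours are probes within 2 rows and 2 columns. Neighbour counts were set against 1000 shuffles of the positions. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9. The other mouse experiments of the paper were left out, since the series holds no array of them.

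The 75th percentile of the intensity had a median of 748 in Flox mice given PBS, 648 in Flox mice given DEX, 749 in GR iKO mice given PBS, and 610 in GR iKO mice given DEX, and the median number of probes well above background was 29933, 29615, 28654, and 29230.5 in the same order.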

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

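Of the tests below, those of the array region and of normalization within it, the exocrine pancreas genes, the *Mt1* transgene sequence, slide for the GC lists, and the pancreas genes *Clps* and *Pnliprp2* were chosen only after the result was seen.

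In 7 of 88 groups of 4 arrays tested, 1 array lay far from the other 3, against 4.4 expected by chance, and the ratio of its gap to the whole range of the group is given for each. *Tmprss15* was −3.02 in GR iKO DEX mouse 2 and −2.36 to −2.31 in the others (ratio 0.936). *Bank1* was −3.90 in GR iKO DEX mouse 1 and −7.74 to −7.08 in the others (ratio 0.83). *Mt2* was 6.62 in GR iKO DEX mouse 4 and 5.76 to 5.90 in the others (ratio 0.84). *Cfap54* was −7.04 in GR iKO DEX mouse 3 and −7.99 to −7.90 in the others (ratio 0.908), and none of these 4 arrays had it well above background. *Tsc22d3* was 1.22 in Flox PBS mouse 3 and 1.65 to 1.70 in the others (ratio 0.899). The mean of the smooth muscle list was 5.47 in GR iKO DEX mouse 1 and 6.10 to 6.21 in the others (ratio 0.853). Flox PBS mouse 1 had 28346 probes well above background and the others had 29866 to 30024 (ratio 0.906). No technical or biological explanation of these single arrays was tested.

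The response to DEX differed between the genotypes for 91 probes by the test of the difference itself. Of 100 draws that exchanged genotypes within each treatment, the real grouping included, 1 gave as many. This is the fewest possible, which argues against chance without excluding it. The probes with a higher change in GR iKO mice include *Tmprss15* (4.89), *Jakmip3* (4.21), and *Trex2* (4.07), whose fitted differences rest on values at background, since none was well above background on any GR iKO PBS array (with DEX in GR iKO mice they were at least 10.6-fold, 3.55-fold, and 4.73-fold higher). Of the 75 probes, 80.0% lie on rows 355 to 532 of the array. A flaw in that region is a candidate explanation for this part of the count. With quantile normalization within 3 parts of the rows, the fitted differences of the 3 genes were still 4.19, 4.09, and 3.59 (limma adjusted p = 0.0197, 0.031, and 0.0394), so normalization by region does not remove them. The probes with a lower change were spread over the rows (7, 5, and 4 on the 3 parts). They include *Sgk1* (−2.56), *Fkbp5* (−2.71), *Arg2* (−4.90), *Scnn1b* (−2.89), and *Cfap54* (−3.28) on rows 1 to 354 and *Hsd11b2* (−2.37) on the last part. *Cfap54* was well above background in GR iKO mice given PBS alone and not in any Flox mouse, so its −3.28 rests on values at background (it was at least 3.39-fold lower with DEX in GR iKO mice) and there was no measured response in Flox mice to lose, and it lies on rows 178 to 354, which hold 24 of the 27 probes higher in GR iKO mice under PBS, so a flaw there is a candidate explanation. For the other 5 genes, a loss of the epithelial response in GR iKO mice stays open beside an effect of slide, as neither was tested apart.

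The GC-induced list differed between the responses by a median of −0.38, lower in GR iKO mice for 15 of 18 genes. Of 100 draws that exchanged genotypes within each treatment, 9 gave a median as far from 0, so chance cannot be excluded by this test, whereas camera and fry gave p values under 0.05. Under DEX alone, the list differed between GR iKO and Flox mice by −0.40 (limma camera, adjusted p = 5.53e-05; 13 of 18 lower). There, 1 of 35 splits gave a median as far from 0. With the real split included this is the fewest possible, which argues against chance without excluding it. Under PBS the list was higher by 0.13 (limma camera, adjusted p = 0.0123; 10 of 18 higher; not significant by fry), with 14 of 35 splits as far from 0. Only 1 gene of the list had a limma adjusted p under 0.05 there, *Mt1* (2.61), for which a candidate explanation other than expression is given below. *Mt1* also had a difference of −1.62 between the responses. The smooth muscle list differed by −0.49 (limma camera, adjusted p = 0.0386; not significant by fry), lower for 6 of 6 genes, and its median ranged from −0.56 to −0.26 under the other scalings. Much of this lay in the PBS groups, where the list was higher in GR iKO mice by 0.35 (adjusted p = 0.014; 6 of 6 higher), against −0.13 under DEX (adjusted p = 0.466), which turned positive under normexp. All 6 genes were well above background and none is in another list. A difference in the amount of muscle taken with the colon was not tested apart from a response to DEX.

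Among 937 olfactory receptor probes, which the paper does not discuss, 162 were called higher with DEX in GR iKO mice (median of the called probes 1.87), 7 lower, and 23 higher in Flox mice. Of the 162, 91.4% lie on rows 355 to 532, while all such probes number 307, 314, and 316 on the 3 parts of the rows, so a flaw in that region of the arrays is a candidate explanation. Signal near background cannot be told apart from it, since 114 of the 162 were well above background on every GR iKO DEX array and 23 on no array. Normalization or background of the GR iKO PBS arrays also stays open, because dim probes of other genes rose by a median of 0.17 over the whole array, and all probes with a mean of −7 to −4, olfactory receptor probes included, rose by 0.75 on the last part. No biological explanation was tested.

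*Mt1* was higher in GR iKO than in Flox mice under PBS by 2.61 (limma adjusted p = 0.000727) with its brightest probe and by 3.90 with another probe. The paper does not discuss it. *Mt2* was higher by 0.87 (adjusted p = 0.342; 0.69 to 1.04 with 1 array left out), and all 3 GR iKO PBS arrays exceeded every Flox PBS array, whereas under DEX it differed by −0.65 (adjusted p = 0.323). Under DEX, *Mt1* was higher in GR iKO mice by 0.99 with its brightest probe (limma adjusted p = 0.08) and by 2.99 with the other (adjusted p = 0.00809). The fitted differences of *Mt1* and *Mt2* thus had opposite signs under DEX. A general induction of metallothioneins, with a weaker effect on *Mt2*, stays open for the PBS groups. For *Mt1*, every GR iKO PBS array was at least 2.21 above the highest Flox PBS array. A candidate explanation is *Mt1* sequence carried by the Cre transgene, which these probes could not separate from expression of *Mt1* itself, so the 2 cannot be told apart.

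Several responses to DEX in GR iKO mice concern genes that the text of the paper does not discuss for these mice (it names *Tsc22d3* in dendritic cells). *Pdk4* rose by 3.49 (limma adjusted p = 0.000641) and *Tsc22d3* by 1.61 (adjusted p = 0.000865). *Ccl2*, *Ccl7*, and *Cxcl10* changed by −2.29, −2.36, and −3.55 (adjusted p = 0.00442, 0.00235, and 0.00398). The GC-repressed list, of which 10 of 14 genes were well above background in a group, had a median of −0.78, with 10 of 14 genes lower. Of 35 splits of the same arrays, 3 gave a list median as far from 0, so chance is not excluded for that median. For the GC-induced list, with a median of 0.64 in GR iKO mice, DEX and slide cannot be fully told apart. Each group lies on its own slide, and scaling the arrays already removes a shift of all genes. The list also rose in Flox mice, on other slides (1.13, 17 of 18 genes higher, against 14 of 18 in GR iKO mice). The genotypes shared 258 probes changed in the same direction, against 16.2 expected, and 1 probe changed in opposite directions. For this list, slide effects unrelated between the genotypes are thus argued against as the whole cause. An effect common to both DEX slides stays open. Whether cells of the colon other than epithelium carry these responses was not tested.

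The macrophage, stromal fibroblast, and T cell lists changed beyond other genes as well, which the paper does not report for these arrays. All 6 genes of each list were well above background, and none is in another list. The macrophage list had a median of −0.96 with DEX in Flox mice (limma camera, adjusted p = 0.000463; 6 of 6 lower) and −0.67 in GR iKO mice (adjusted p = 0.0227; 6 of 6 lower), without a called difference (0.22, adjusted p = 0.651). The stromal fibroblast list had −0.58 in Flox mice (adjusted p = 0.0382; 6 of 6 lower) and −0.31 in GR iKO mice (adjusted p = 0.138). The T cell list was higher by 0.69 in GR iKO than in Flox mice under PBS (adjusted p = 0.00218; 5 of 6 higher). These signs held under all 4 other scalings. Fewer cells and lower expression per cell were not tested apart, and slide stays open.

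The mean of 9 exocrine pancreas genes, which the paper does not discuss, reached 7.70 on 1 array. For 8 of the 9 genes the same 5 arrays were highest (Flox DEX mice 1 and 2, Flox PBS mouse 2, and GR iKO DEX mice 2 and 4), with means of 3.27 to 7.70 against −4.09 to −0.69 on the other arrays. A response to DEX as the whole cause is argued against, because 3 of the 7 DEX arrays were not among these 5, with means of −3.20 to −2.85, against −4.09 to −0.69 on the PBS arrays outside the 5. Pancreatic RNA in some of the colon samples is a candidate explanation. Of the 9 genes, 5 were also well above background on all other arrays, so the list is not silent in the remaining samples. The gene with other arrays highest was *Clps*, with 4.78 to 5.54 on the GR iKO DEX arrays and 2.07 to 2.82 on the GR iKO PBS arrays, 1.96 apart (change 2.72, limma adjusted p = 0.0876). *Pnliprp2*, which is in no list, had 1.81 to 3.78 and −3.02 to −2.15 on these arrays (change 5.42, adjusted p = 0.0123). For these 2 genes a response to DEX stays open and cannot be told apart from slide.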

How the results depend on the processing

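5 settings were chosen only after the data were seen: the authors' log2 table without moderation of the spread, the pancreas covariate, rows 355 to 532 left out, quantile normalization within 3 parts of the rows, and the GC-induced list without the 3 genes of Figure 2. The 12 main results gave 237 values under settings other than leaving out 1 array, and 180 kept their direction and side of the threshold or stayed within 1.5 times the count. The other 57 follow in the order Flox DEX against PBS, GR iKO DEX against PBS, GR iKO against Flox under PBS and under DEX, interaction, and overlap, and the cause was not tested unless one is named.

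Normexp background correction gave 58, 45, 2, 6, 5, and 16. It also reversed the GC-repressed list in Flox mice (0.17, no longer significant), the difference of that list (−0.39, not significant in either), *Xcl1* in Flox mice (0.19), and *Tex19.1* in Flox mice (0.0427). It moved the median of all probes by 0.56 in Flox mice given DEX against PBS, so changes under it are relative to that shift. The methods' t-test with adjustment gave 0, 705, 0, 0, and an overlap of 0, against 7843, 10306, 2498, and 5337 probes at an unadjusted p under 0.05, and no interaction can be had from it. Of limma's own probes, 7823, 11397, 3207, and 5612 had an unadjusted p under 0.05. With an adjusted p under 0.01 the counts were 185, 818, 15, 14, 4, and 70, and without a fold minimum 1304, 4808, 117 for the genotypes under DEX, and an overlap of 545, both by construction.

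With a floor on dim values the counts were 416, 1135, 5 under PBS, and 43 for the interaction. The filter on dim probes gave 166 for the interaction. Quantile normalization gave 58 for the interaction, and the authors' log2 table gave 56, or 22 under PBS and 35 for the interaction without moderation of the spread. On the scanner values, no moderation gave 18 under PBS and 43 for the interaction. Fits of only the groups compared gave 17 under PBS, 18 under DEX, and an overlap of 117, from fewer arrays. Array weights gave 1469 in Flox mice, 133, 317, 289, and an overlap of 495, and the difference of the GC-repressed list became significant (0.32). The pancreas covariate gave 424 in Flox mice, 27 under PBS, and 19 under DEX. With rows 355 to 532 left out, from fewer probes, the counts were 460 in Flox mice, 445 in GR iKO mice, 21, 39, 8 for the interaction, and an overlap of 143. Quantile normalization within 3 parts of the rows gave 149 for the interaction.

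The share of calls in each direction moved as well. In GR iKO mice 1724 probes were higher and 339 lower, against 1107 and 646 with quantile normalization, 1103 and 650 with the authors' log2 table, and 1375 and 576 with median scaling. In Flox mice 322 were higher and 324 lower, against 254 and 377, 256 and 375, and 256 and 417. Under PBS 27 were higher in GR iKO mice and 28 lower, against 39 and 18 with quantile normalization and 19 and 2 with rows 355 to 532 left out. Under DEX 36 were higher and 30 lower, against 35 and 48, and 15 and 24. For the interaction 75 were higher and 16 lower, against 41 and 17, and 3 and 5, and against 86 and 63 with quantile normalization within 3 parts of the rows.

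A replicate block was tried because the groups carry the same replicate numbers. Residuals of arrays with the same number in different groups correlated with r from −0.22 to 0.31 (median 0.04, above 0.1 in 8 of 18 pairs), and those with different numbers from −0.40 to 0.30 (median −0.01, above 0.1 in 16 of 55), so the numbers were not taken to pair the mice. With the replicate block the counts were 398, 24 under PBS, 26 under DEX, 40 for the interaction, and an overlap of 157. A block for slide could not be fitted, since each of the 4 groups lies on its own slide.

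When each of the 14 arrays was left out in turn, the counts ranged from 215 to 840, 1436 to 2365, 22 to 183, 18 to 141, 36 to 212, and 95 to 360 in the order above. In Flox mice the count moved by over 1.5 times without Flox DEX mouse 1 (215) or 2 (388) and without Flox PBS mouse 3 (355) or 4 (399), and the overlap did so without the same mice (95, 159, 157, and 171). Under PBS it did so without Flox DEX mouse 4 (159), Flox PBS mouse 2 (86), 3 (22), or 4 (25), GR iKO DEX mouse 3 (36), and GR iKO PBS mouse 2 (183). Under DEX it did so without Flox DEX mouse 1 (18), 2 (33), or 4 (141) and GR iKO DEX mouse 1 (24), 2 (39), or 4 (36). The interaction did so without Flox DEX mouse 1 (47) or 4 (165), Flox PBS mouse 2 (146), 3 (42), or 4 (39), GR iKO DEX mouse 1 (38), 2 (36), or 3 (47), and GR iKO PBS mouse 2 (212) or 3 (174).

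The GC-induced list kept its direction and a p under 0.05 in all settings, with medians of 0.82 (without the 3 genes of Figure 2) to 1.42 in Flox mice, 0.49 to 0.68 in GR iKO mice, and −0.58 to −0.22 for the difference (0.99 to 1.26, 0.50 to 0.72, and −0.58 to −0.26 with 1 array left out). The GC-repressed list ranged from −1.65 to 0.17, −1.55 to −0.34, and −0.39 to 0.32 (−1.25 to −0.87, −1.09 to −0.48, and 0.0763 to 0.39 with 1 array left out). Its difference became significant without Flox PBS mouse 1 (0.32).

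For the named genes, 145 comparisons gave 4822 values under alternatives, of which 271 lost a call, 43 gained one, 2 reversed, and 18 moved as means over the probes of a gene. A further 68 changed sign without a call in either setting. Of the 50 called comparisons, 3 were called under every planned setting with all arrays: *Itln1*, *Tsc22d3*, and *Pdk4* with DEX in GR iKO mice. The mean over all probes of a gene gave no p, so there an unmoved value was counted as called. Storey q values and no fold minimum could only add calls. Called differences between the responses were kept less often. That of *Fkbp5* was called under 8 of 18 settings and in 3 of 14 fits with 1 array left out, *Arg2* under 11 and in 5, *Scnn1b* under 12 and in 7, *Hsd11b2* under 12 of 17 and in 8, *Tmprss15* under 12 of 17 and in 14, *Trex2* under 9 of 17 and in 8, *Jakmip3* under 8 of 17 and in 4, and *Cfap54* under 11 of 18 and in 5. The adjusted p for *Sgk1* ranged from 0.0137 to 0.35. In Flox mice, *Klk1b27* was called in 2 of 14 such fits, *Slc10a2* in 8, and *Xcl1* in 12.

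Signal over background limits the dim probes most. Of the 1724 probes higher with DEX in GR iKO mice, 497 and 454 fall in 2 of 10 equal groups of all probes by brightness, with median levels of −6.27 and −4.93, and 14 in the brightest group.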

Differences from the paper's values

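The paper lists 25 probes that differ between GR iKO and Flox mice under PBS, against 55 here (27 higher and 28 lower). Of the settings chosen before the data were examined, the count falls within 1.5 times the paper's with only the groups compared (17), without moderation of the spread (18), with the replicate block (24), and without Flox PBS mouse 3 (22) or 4 (25) or GR iKO DEX mouse 3 (36). It does not with normexp (2), quantile normalization (57), median scaling (56), the authors' log2 table (57), the filter (55) or floor (5) on dim values, outlier spots kept (55), the methods' t-test (0), Storey q values (59), no fold minimum (66), an adjusted p under 0.01 (15), array weights (133), or without any of the other 11 arrays (41 to 183). With the authors' log2 table and no moderation of the spread, a setting chosen after seeing the values, the count is 22, and it is 25 with 3 probes of the paper's table that change by less than 2-fold. In that setting the other counts equal numbers printed in Figure 2: 460, 1443, and 51 probes, and 122 and 140, 64 and 134, and 857 and 388 probes in the overlap diagram. Supplemental Table 1 itself holds 1442 probes for DEX in GR iKO mice where Figure 2 prints 1443.

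Figure 2G marks a difference between GR iKO and Flox mice under DEX for *Slc10a2*, *Mt2*, *Klk1b27*, *Ang2*, *Ang4*, and *Itln1*, whereas here the limma adjusted p was 0.18, 0.323, 0.262, 0.459, 0.501, and 0.362. The Results of the paper cite this panel for the microarray analysis, and the text read holds no legend for it. Its assay and test are therefore not known here, and the panel may show a different measurement from these arrays. Of its 10 genes marked in this way, 4 had an adjusted p under 0.05 over all probes. Adjusted over the 12 genes alone, *Slc10a2* (0.0127), *Mt2* (0.0451), and *Klk1b27* (0.0281) also fall under 0.05, and so do *Scnn1b* (0.00456) and *Xcl1* (0.0158), which the figure marks as not significant. *Slc10a2* was called with array weights (adjusted p = 0.0432) and without GR iKO PBS mouse 2 (0.0338), and *Klk1b27* without Flox DEX mouse 4 (0.0359), and no setting run called the other 4.

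Figure 2G shows *Slc10a2* low in every GR iKO mouse given PBS, whereas GR iKO PBS mouse 2 had a signal of 2.17 here, and of 0.51 with another probe. The panel also marks *Mt2* as unchanged with DEX in GR iKO mice, whereas the change here was 0.99 (limma adjusted p = 0.037), under 2-fold. Since the assay of the panel is not named in the text read, these need not be discrepancies in the same measurement.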

Other observations

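Tests of single probes, of slide, of normalization by region, of the region for GR iKO against Flox mice under PBS, of goblet cells, and of *Klk1b27* with the pancreas genes were chosen only after the result was seen.

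The probes called higher with DEX in GR iKO mice alone gather in one region of the array. Called probes had 2.46 times as many called neighbours as shuffled positions gave (0 of 1000 shuffles as many), against 1.34 times for probes called in both genotypes (108 of 1000), 1.35 times for those called in Flox mice only (19 of 1000), and 5.57 times for the interaction (0 of 1000). The authors' log2 table without moderation of the spread shows the same, with 792 of 921 such probes (86.0%) on rows 355 to 532. Bright probes on the last part had a median change of −0.04, and dim probes 0.75. A flaw in that region, in the GR iKO arrays of either treatment, is a candidate explanation. Quantile normalization within 3 parts of the rows left 830 probes called higher, while quantile normalization of whole arrays already gave 1107. Of the 830, 555 still lay on rows 355 to 532, against 125 and 150 on the other parts. Probes called lower numbered 357 there, against 153 and 179. A difference in normalization between regions therefore stays open for part of the count, but correcting for it did not remove the excess. Of 331 genes with another probe, 64.0% had other probes that rose as well, against 51.7% of all genes with more than 1 probe well above background. The other probes of the 331 genes had a median change of 0.12, against 1.52 for the called probes, and those of 15 genes reached 2-fold, which leaves open whether single probes or genes changed. For called probes on the last part, other probes of 222 genes on rows 1 to 354 had a median change of 0.08, against 0.46 for 41 genes whose called probe lies on rows 1 to 354. Control probes for added E1A RNA rose by 0.22 in GR iKO and 0.54 in Flox mice, but they are bright and cannot show a shift of dim spots, so labelling or scanning stays open. Because all 4 groups lie on slides of their own, slide and genotype by treatment group cannot be told apart. A response of GR iKO mice to DEX was not tested apart from these.

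The region also bears on the genotypes under PBS. Called probes had 7.78 times the called neighbours that shuffled positions gave, with 24 of the 27 higher probes on rows 178 to 354 and 26 of the 28 lower probes on rows 355 to 532. A flaw in these regions is a candidate explanation. For GR iKO against Flox mice under DEX, no called probe had a called neighbour, but 19 of the 36 higher probes lie on rows 355 to 532 and 16 of the 30 lower probes on rows 1 to 177, and dim probes on the last part differed by a median of 0.24, so the region stays open there as well.

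*Itln1*, *Ang2*, *Ang4*, and *Ang* (2.76) rose with DEX in GR iKO mice. A larger share of goblet cells as the whole cause is argued against, since the largest change of a goblet cell marker was 0.92 (list median 0.33, limma camera adjusted p = 0.0602; 6 of 6 higher; significant by fry). The Paneth cell list (4 of 6 genes on the array) also rose, by 0.91 (adjusted p = 0.466; significant by fry; 3 of 4 higher), and was not tested as an explanation. A different stretch of colon cannot be told apart from a response, because the distal colon list (4 of 5 genes on the array) had a median of 0.23 over genes that moved both ways, with 1 array far from its group: GR iKO PBS mouse 2 had a list mean of −5.47, against −0.97 and −1.13 in the other 2 mice, and was also the mouse with the high *Slc10a2* signal of 2.17. In addition, the small intestine list (8 genes, 6 well above background) had 0.15, with the sign turned under median scaling, quantile normalization, and the authors' log2 table. A response to DEX without epithelial GR stays open and was not tested.

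*Klk1b27* was higher with DEX in Flox mice on the 2 arrays with high pancreas genes (−1.59 and −0.57) than on the array without them (−5.72), and in GR iKO mice on 2 such arrays (−5.03 and −4.03) than on the others (−6.67 and −6.36). With the pancreas genes as a covariate its change in Flox mice was 3.36 (limma adjusted p = 0.116). Pancreatic RNA is a candidate explanation for part of the rise. Against it, Flox PBS mouse 2 had high pancreas genes and a *Klk1b27* signal of −8.12.

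All 1978 values headed q in Supplemental Table 1 lay within 1% of the unadjusted p of an ordinary 4-group contrast on the authors' log2 table, and 0 lay within 1% of the adjusted p from the same contrast. Unadjusted p values under a q heading are therefore a candidate explanation of that column. Every listed probe also had an adjusted p under 0.05 in that contrast, so the lists themselves meet the threshold.

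Other splits of the same arrays were counted for each comparison, with the real split included. For the number of called probes, 1 of 35 splits gave as many for DEX in Flox mice, for DEX in GR iKO mice, and for the genotypes under PBS and under DEX. This is the fewest possible and was not adjusted for the number of such tests, so it argues against chance without excluding it. The same holds for the overlap (1 of 100 draws) and for the medians of the GC-induced list in Flox and GR iKO mice (1 of 35 each). Other splits or draws went as far for the GC-repressed list in Flox mice (2 of 35) and for its difference (47 of 100), so chance stays open there. These counts do not separate treatment from slide.

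The lists for epithelium, B or plasma cells, exocrine pancreas, Paneth cells, T cells, distal colon, small intestine, and goblet cells had no change with DEX in either genotype at an adjusted p under 0.05 by limma camera, although fry called the Paneth and goblet cell lists in GR iKO mice. Medians in Flox and GR iKO mice were −0.03 and 0.04 for epithelium, with the sign in GR iKO mice turned under median scaling and normexp, −0.89 and −0.94 for B or plasma cells, 5.11 and 4.43 for exocrine pancreas, and −0.18 and 0.91 for Paneth cells, whose sign in Flox mice turned under normexp. The exocrine pancreas list was lower in GR iKO than in Flox mice under DEX (−4.03, adjusted p = 0.0382; not significant by fry; 9 of 9 lower). T cells had −0.37 and −0.57, with 0.49 in Flox mice under normexp. The distal colon list had −0.77 in Flox mice, the small intestine list 0.16, and the goblet cell list 0.19, with the sign of the last turned under normexp. Unlike these, the smooth muscle list rose in Flox mice by 0.62 (adjusted p = 0.000463; 6 of 6 higher).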
